# Lymphatic endothelium stimulates melanoma metastasis and invasion via MMP14-dependent Notch3 and β1-integrin activation

**DOI:** 10.7554/eLife.32490

**Published:** 2018-05-01

**Authors:** Pirita Pekkonen, Sanni Alve, Giuseppe Balistreri, Silvia Gramolelli, Olga Tatti-Bugaeva, Ilkka Paatero, Otso Niiranen, Krista Tuohinto, Nina Perälä, Adewale Taiwo, Nadezhda Zinovkina, Pauliina Repo, Katherine Icay, Johanna Ivaska, Pipsa Saharinen, Sampsa Hautaniemi, Kaisa Lehti, Päivi M Ojala

**Keywords:** melanoma, lymphatic endothelial cell, Notch, MMP14, integrin, metastasis, Human, Mouse, Zebrafish

## Abstract

Lymphatic invasion and lymph node metastasis correlate with poor clinical outcome in melanoma. However, the mechanisms of lymphatic dissemination in distant metastasis remain incompletely understood. We show here that exposure of expansively growing human WM852 melanoma cells, but not singly invasive Bowes cells, to lymphatic endothelial cells (LEC) in 3D co-culture facilitates melanoma distant organ metastasis in mice. To dissect the underlying molecular mechanisms, we established LEC co-cultures with different melanoma cells originating from primary tumors or metastases. Notably, the expansively growing metastatic melanoma cells adopted an invasively sprouting phenotype in 3D matrix that was dependent on MMP14, Notch3 and β1-integrin. Unexpectedly, MMP14 was necessary for LEC-induced Notch3 induction and coincident β1-integrin activation. Moreover, MMP14 and Notch3 were required for LEC-mediated metastasis of zebrafish xenografts. This study uncovers a unique mechanism whereby LEC contact promotes melanoma metastasis by inducing a reversible switch from 3D growth to invasively sprouting cell phenotype.

## eLife digest

The death rates for many types of cancer have dropped, but melanoma remains a serious concern. This type of skin cancer is especially aggressive because it can spread to distant organs. Melanoma often spreads via the lymphatic system, a network of vessels that extends throughout the body to drain fluid from the body’s tissues. The lymphatic system also includes structures – called lymph nodes – that filter bacteria from this fluid; this helps to defend against infection.

When melanoma spreads to lymph nodes and distant organs, clinicians diagnose it as Stage IV melanoma. For patients at this stage, the outcome is often poor. It is clear that melanoma exploits lymph vessels to spread throughout the body. But researchers also suspect that vessel cells interact with the cancer cells, helping the melanoma invade distant organs. Understanding exactly how lymph vessels promote the spread of melanoma will lead to better options for treating this aggressive cancer.

Pekkonen, Alve et al. investigated whether exposing human melanoma cells to cells from the walls of human lymph vessels would make the cancer cells more aggressive. Indeed, after growing the two cell types together in the laboratory, the melanoma cells became more invasive. When transplanted into mice, these cancer cells spread to and invaded the rodents’ distant organs.

Pekkonen, Alve et al. conducted a series of experiments to identify specific proteins in the melanoma cellsthat were responsible for making the cancer more invasive after it interacted with the lymph vessel cells. These experiments identified proteins called MMP14, Notch3, and β1-integrin as critical to the invasive spread of melanoma cells. When melanoma cells with less MMP14 or Notch3 were implanted into zebrafish, the cancer cells spread less efficiently. These findings may represent new leads that clinicians can test to see if they are markers of cancers that are most likely to spread and that the pharmaceutical industry can pursue to treat melanoma patients.

## Introduction

Distant organ metastasis requires that the tumor cells gain access into the hematogenous circulation (Lambert et al., 2017). The metastatic dissemination of cancer cells is expedited by molecular changes promoting the ability of cancer cells to invade across the surrounding extracellular matrices (ECM) and into the lumen of lymphatic or blood vessels. In order to survive in circulation as well as extravasate and colonize the distant organ sites the cancer cells need to survive a variety of stresses such as hemodynamic shear forces, trapping to vascular beds and ROS, and gain the ability to invasively grow at the new tissue microenvironment (Piskounova et al., 2015; Strilic and Offermanns, 2017). Many of these activities have been found to be enhanced in tumor cell clusters relative to singly invading tumor cells.

The local microenvironment including the ECM and cell-non-autonomous interactions between cancer cells and stromal cells play a vital role in metastasis. In addition to providing a direct route for dissemination, the tumor lymphatics have been proposed to directly modulate the metastatic cascade through mechanisms that have remained elusive (Alitalo and Detmar, 2012). Clinical observations of satellite melanoma tumors growing between the primary tumor and draining lymph nodes have suggested that the surrounding lymphatic endothelium serves as a protective microenvironment for the survival of incipient metastatic cells (Meier et al., 2002). In support of this hypothesis, over the last few years it has become increasingly clear that lymphatic endothelial cells (LECs) in fact actively interact with the surrounding cells in the tissue, thus regulating both physiological and pathological processes including tumor progression and metastasis. Both paracrine communication and direct cell-cell interactions between tumor cells and the associated lymphatics have been shown to drive tumor progression and dissemination. For example, chemokine receptor-ligand interactions between melanoma and LECs drive chemotaxis of tumor cells towards the lymphatics (Cabioglu et al., 2005; Das et al., 2013; Shields et al., 2007). Alternatively, tumor cells secrete factors like lipoxygenase, which can induce downregulation of the endothelial surface molecules and loosening of the LEC junctions in vitro (Kerjaschki et al., 2011).

In this study, we set to investigate how the LECs in the tumor microenvironment affect the metastatic melanoma cell phenotype. To this end, we implemented 2D- and 3D melanoma-LEC co-culture models, which enable a systematic analysis of the molecular crosstalk between the tumor cells and the lymphatic endothelium. We found that the interaction of melanoma cells with LECs induced matrix-metalloproteinase-14 (MMP14, also known as MT1-MMP) -dependent Notch3 and β1-integrin activation in the expansively growing metastatic melanoma cells, leading to invasive sprouting of cells in 3D matrices. Importantly, the interaction of these melanoma cells with LECs led to significantly increased metastasis of melanoma xenografts in vivo, which was dependent on MMP14 and Notch3. Thus, the crosstalk with LECs promotes melanoma metastasis by inducing a reversible switch to invasively sprouting melanoma cells.

## Results

### Three-dimensional co-culture model recapitulates the melanoma interaction with lymphatic vasculature

To study the interaction of LECs with melanoma cells in vitro, we utilized a three-dimensional (3D) co-culture method, where LEC spheroids were embedded together with single, GFP-expressing or fluorescent tracer labeled, melanoma cells into a cross-linked 3D matrix (Figure 1a) (Korff and Augustin, 1998; Tatti et al., 2015). We chose to use fibrin as 3D matrix since it is frequently deposited within tumor tissues and perivascular spaces in vivo. After 72 hr incubation, the LEC control spheroids (labeled with the endothelial marker PECAM) showed moderate outgrowth (LEC sprouting) from the spheroid body (Figure 1b, leftmost panel). Co-culturing the LEC spheroids with cells isolated from a melanoma skin metastasis (WM852) or from a superficially spreading melanoma (Bowes), resulted in melanoma attraction and invasion into the LEC spheroid (Figure 1b, middle and rightmost panels). Especially the WM852 cells (and Bowes to a lesser extent) appeared to disrupt the spheroid structure at the melanoma cell-LEC contact sites, as shown by the loss of the endothelial adhesion molecule PECAM (Figure 1b, enlarged inserts of the middle and rightmost panels). Thus, our 3D co-culture model qualitatively recapitulates attraction, migration and invasion of melanoma cells into lymphatic endothelial structures.

**Figure 1.**
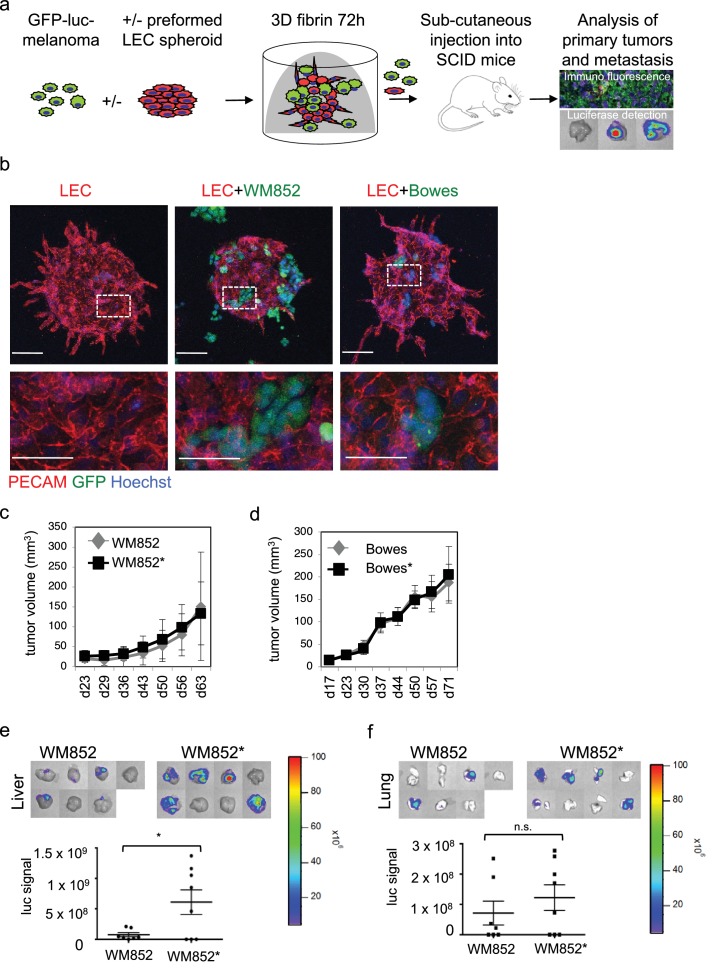
Co-culture of melanoma cells and LECs reveals melanoma invasion into the LEC 3D structures and increases the metastatic potential of WM852 cells in vivo. (**a**) Schematic of the experimental pipeline. (**b**) Confocal images of LEC spheroids (PECAM-1, red) in 3D fibrin matrix (left panel), LEC spheroids co-cultured with WM852 (green, middle panel) or Bowes (green, left panel). The area enclosed in the white square is shown enlarged below each panel. Melanoma cells were stained with GFP (green), and nuclei were counterstained with Hoechst 33342. Maximum intensity Z-projections of confocal stacks are shown. (**c,d**) Growth rates of the 3D LEC primed WM852* (**c**) and Bowes* (**d**) derived tumors (n = 8 for both cell types) compared to control WM852 (n = 7) and Bowes (n = 8) tumors, respectively. (**e, f**) Distant organ metastasis, detected by bioluminescence imaging of luciferase signal, in liver (**e**) and lung (**f**) of SCID mice subcutaneously injected with WM852 alone or co-cultured with LECs (WM852*). Upper panels: representative images of the indicated organs, each box represents an organ from one mouse. Bottom panel: quantification of luciferase signal, each dot represents the luciferase value in one sample. Horizontal line indicates the average, vertical bars represent SEM. *: p<0.05. n.s., non-significant.

**Figure 1—figure supplement 1.**
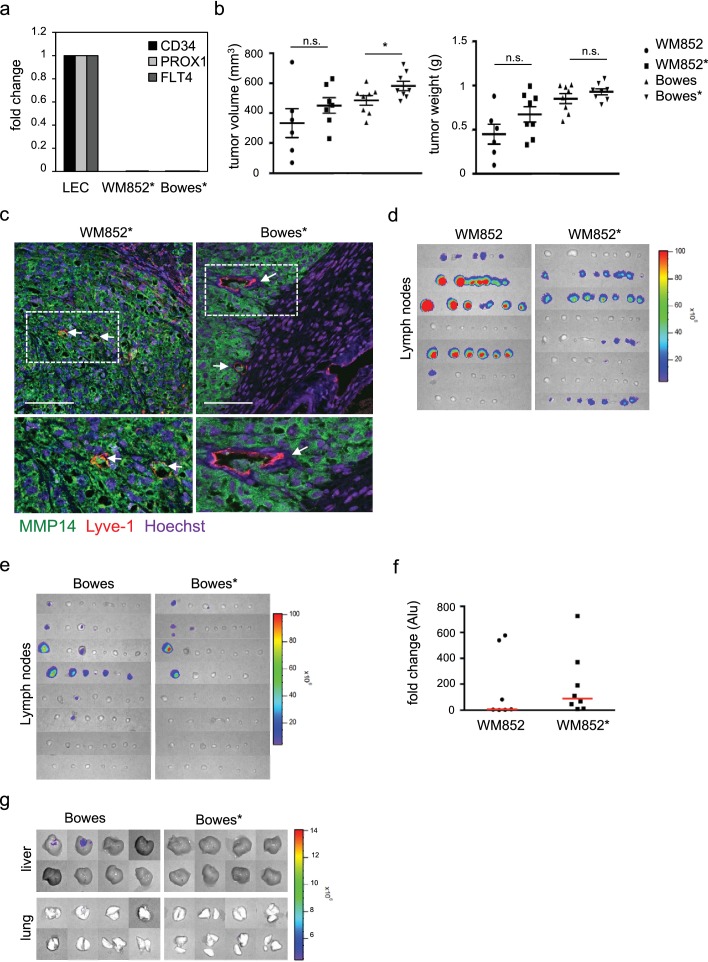
Analysis of mouse xenografts and distant organ metastasis. (**a**) mRNA expression of a panel of LEC markers (*CD34*, *PROX1*, *FLT4*) in 3D LEC primed Bowes and WM852 cells (*) before the cells were used for the in vivo xenograft assay. Expression in monotypic-cultured LEC was used as a control and set to one. (**b**) End point analysis of the volume (left panel) and weight (right panel) of the Bowes/Bowes* and WM852/WM852* tumors. A dot represents one mouse. Error bars indicate s.e.m. *: p<0.05. n.s., non-significant (**c**) Immunohistochemistry of xenograft sections from the LEC co-cultured WM852* (left panels) or Bowes* (right panels) stained for mouse Lyve-1 (red) to detect mouse lymphatic vessels and human MMP14 (green) as a marker of the human melanoma cells. Nuclei were counterstained with Hoechst 33342. Scale bar = 100 µm. (**d, e**) Luciferase signal from lymph nodes isolated from mice bearing WM852 (n = 7) and WM852*(n = 8) (**d**), or Bowes and Bowes* (n = 8) (**e**); each line shows lymph nodes from one mouse derived tumors. (**f**) Quantitative-PCR (q-PCR) for human Alu sequences from lung genomic DNA isolated from mice bearing WM852 and WM852* derived tumors. Each dot in the graph represents the luciferase signal intensity obtained from one isolated organ per mouse, and the red line marks the median of the samples. (**g**) Luciferase signal from liver and lungs isolated from mice bearing Bowes or Bowes* derived tumors (n = 8); each box represents an organ from one mouse.

### Interaction with LECs increases the metastasis of melanoma cells in vivo

To investigate potential crosstalk between melanoma cells and LECs and effects of these interactions on melanoma tumorigenesis in vivo, we isolated cells from 3D co-cultures. For this, the GFP and luciferase expressing WM852 and Bowes cells were cultured in 3D as monotypic, single cell suspension or together with the preformed LEC spheroids for 72 hr after which protease inhibitors were removed for 30–48 hr leading to 3D matrix digestion and release of the cells. To quantify LECs in the recovered cell mixtures, the cells were subjected to a qRT-PCR analysis for the expression of the LEC markers *CD34*, *PROX1* and *FLT4* (gene for VEGFR3). Parental primary LECs were used as a control. The cells derived from the 3D co-cultures were essentially negative for these LEC markers (Figure 1—figure supplement 1a), indicating that the cell isolation procedure favored the enrichment and survival of the melanoma cells. We therefore named these initially co-cultured melanomas as LEC primed WM852* or Bowes* (distinguished by asterisks from the parental cells derived from monotypic cultures).

Next, LEC primed WM852* or Bowes*, or WM852 or Bowes from monotypic cultures as controls, were subcutaneously implanted into SCID mice (Figure 1a). LEC priming did not significantly affect the growth rate of the WM852 primary tumors (Figure 1c). Similarly, the growth rate of the 3D LEC primed Bowes tumors was equal to the Bowes tumors derived from the monotypic cultures (Figure 1d), although the tumor volume and weight were slightly higher in the 3D LEC primed Bowes tumors over the monotypic Bowes tumors at the end point analysis (Figure 1—figure supplement 1b).

Subsequent analyses of the WM852* or Bowes* derived tumors revealed melanoma cell invasion into the lymphatic vessels in a manner similar to the in vitro 3D co-cultures (Figure 1—figure supplement 1c). To assess whether the LEC priming of melanoma cells affected their metastatic capacity in vivo, we imaged lymph nodes, lungs and livers isolated from the mice bearing WM852/WM852* or Bowes/Bowes* derived tumors.

Mice implanted with monotypic WM852 cells, originating from a melanoma metastasis, showed clearly stronger luciferase signal in the lymph nodes than the Bowes groups (Figure 1—figure supplement 1d–e) but only low levels of signal in liver and lungs (Figure 1e–f). In contrast, the LEC primed WM852* tumors metastasized significantly to both liver and lungs (Figure 1e–f). Supporting the increased distant organ metastasis, quantitative PCR from the mouse lung genomic DNA revealed higher amounts of the human-specific Alu sequences in mice bearing the WM852* tumors when compared to the lungs derived from the monotypic WM852 implanted mice (Figure 1—figure supplement 1f).

In concordance with the non-metastatic origin of the Bowes cells, mice with monotypic Bowes or Bowes* had luciferase positive tumor cells in few of the isolated lymph nodes (Figure 1—figure supplement 1e) and no significant metastasis to liver or lungs (Figure 1—figure supplement 1g).

These results indicate that the in vitro interaction of WM852 metastatic melanoma cells with LECs prior to tumor implantation promotes distant organ metastasis in vivo.

### Interaction with LECs induces transcriptional changes in melanoma gene expression

To enable functional and molecular analysis of the changes occurring in melanoma cells and LECs upon the co-culture, we utilized a 2D co-culture model and optimized a separation method for the two cell types. The GFP-melanoma cells were loaded with dextran-coated magnetic nanoparticles prior to the 2D co-culture with LECs. After co-culture for 24–48 hr, LECs and the primed melanoma cells were isolated using magnetic columns and the separation was validated with antibodies and qRT-PCR (workflow depicted in Figure 2—figure supplement 1a; validations Figure 2—figure supplement 1b–c), confirming efficient separation of the two cell populations: isolated WM852* showed only 0.1–1% of LEC marker expression (Figure 2—figure supplement 1c, left panel). The separation of Bowes* was slightly less efficient (Figure 2—figure supplement 1c, right panel). No differences were observed in the proliferation of LEC-primed, separated WM852* and Bowes cells* when compared to cells from the corresponding monotypic cultures (Figure 2—figure supplement 1d).

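RNA was sequenced from WM852 and Bowes melanoma cells grown in monotypic culture and from the same cells co-cultured with lymphatic endothelial cells (LECs) and then separated from them (LEC primed, WM852* and Bowes*). Each of the 4 groups held 3 replicates from independent experiments, and each of the 12 libraries was sequenced in 4 runs. The authors aligned the reads to GRCh38 and deposited, for each cell line, the number of reads counted on each Ensembl gene in each run, without normalization. The paper's text does not name the aligner or the counting program, nor whether counting used the strand. The counts of the 4 runs of one library differed by little more than sampling noise (chi-square per degree of freedom between 1.08 and 1.19 across genes with at least 20 counts), so the runs were summed and n = 3 in each group. Total counts were 42351706, 36766780 and 26743896 in monotypic WM852 replicates 1, 2 and 3, and 29202248, 16988855 and 13229175 in WM852*. They were 27601435, 18986109 and 35469769 in monotypic Bowes and 26638863, 41297006 and 39987647 in Bowes*. As in the paper, ribosomal RNA genes and genes with a mean under 5 counts per run were left out. The 44 ribosomal RNA identifiers held between 17% and 36.6% of a library's counts. The tests covered 15587 genes in WM852 and 14422 in Bowes. The small nuclear RNA 7SK alone took 21.1% and 28.4% of all counts in WM852* replicates 2 and 3, against 6.67% in replicate 1, and TMM factors for the 3 WM852* libraries were 1.29, 0.945 and 0.683. LEC primed and monotypic libraries were compared within each cell line by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05 and a change of more than 2-fold. Levels are given as CPM on TMM library sizes, as mean ± SD over n = 3 libraries. A gene with at most 3 counts in a library was treated as not detected there, and folds against a group without detection are lower bounds. These limits cover counting error only. The common biological coefficient of variation was 0.343 in WM852 and 0.267 in Bowes.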

We next subjected the ±LEC primed, separated WM852 and Bowes cells to RNA sequencing (Figure 2—figure supplement 1a). When compared to the parental cells derived from monotypic cultures, expression of 663 genes was upregulated (>2 fold change, p<0.05) and expression of 347 was downregulated (<2 fold change, p<0.05) in the LEC primed WM852* cells (Supplementary file 1, related to Figure 2). 

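In the deposited counts, 166 genes were higher and 227 lower in WM852* than in monotypic WM852 at an adjusted p under 0.05 and more than 2-fold, out of 15587 tested. Without the fold threshold, 425 genes passed. For all 166 and all 227 genes the 3 WM852* libraries lay on one side of the 3 monotypic libraries. Such a separation was found for 25.9% of all tested genes, where chance gives 10%. At an unadjusted p under 0.05 and more than 2-fold, 760 genes were higher and 561 lower. Of the genes called higher, 28 were not detected in any monotypic library. With the replicate number as a block, 965 genes were higher and 539 lower. Among the settings with all libraries, the numbers moved most without a filter on low counts, to 2005 higher and 722 lower. The balance between the directions also moved with the scaling. RLE factors gave 182 higher and 180 lower, upper-quartile factors 216 and 148, and DESeq2 on the same summed counts 470 and 381. Without WM852* replicate 2, 8 genes were called higher and 0 lower, and without monotypic replicate 2 the counts were 10 and 4. Neither fit had the block. Of the paper's 663 upregulated genes, 644 were tested here, all 644 had a higher estimate in WM852*, and 140 were called (462 with the block). All of the paper's 347 downregulated genes had a lower estimate, and 194 were called (344 with the block).
Ranked by fitted log2 fold change, the first 5 genes called higher were FABP4, MMRN1, GJA4, ALDH1A1 and PDPN, each higher in all 3 WM852* libraries. The fitted order of undetected genes depends on the prior count, and by lower bound GJA4 and PDPN come after others such as CD34 (at least 66.4-fold). FABP4 (ENSG00000170323, chromosome 8 from 81478419 to 81483236 in GRCh38) had 0 counts in monotypic WM852 and 13.2 ± 6.17 CPM in WM852*, at least 127-fold higher (edgeR adjusted p = 0.0106). MMRN1 rose at least 413-fold (edgeR adjusted p = 0.00393), GJA4 at least 55.1-fold (0.0106) and PDPN at least 47-fold (0.00734). ALDH1A1 rose from 0.0603 ± 0.104 to 24.4 ± 13.8 CPM, a log2 fold change of 8.44 (standard error 0.974, edgeR adjusted p = 0.0106). MMRN1, GJA4 and PDPN are on a list of endothelial markers. The 5 largest falls were in SOX8, HLA-DRA, EPHB3, CEROX1 and ERBB3, each lower in all 3 libraries. SOX8 (ENSG00000005513, chromosome 16 from 981770 to 986979) fell from 16.7 ± 1.84 to 1.89 ± 0.695 CPM, a log2 fold change of −3.09 (standard error 0.303, edgeR adjusted p = 0.00663). HLA-DRA (ENSG00000204287, chromosome 6 from 32439878 to 32445046), a member of a gene family whose reads can be shared, fell from 317 ± 57.0 to 45.6 ± 6.65 CPM (log2 fold change −2.80, standard error 0.238, edgeR adjusted p = 0.00536). The log2 fold changes of EPHB3, CEROX1 and ERBB3 were −2.79, −2.58 and −2.52, with edgeR adjusted p of 0.00663, 0.0247 and 0.00663. CEROX1 shares 4.5% of its exon bases with LMF1 on the same strand. Of the 17 genes named for this comparison that passed the adjusted threshold, 2 passed in every fit that left out one library, and none changed sign. These fits had no block.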

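In Bowes, monotypic and LEC co-cultured libraries differed mainly in one direction. Of 14422 genes tested, 576 were called higher and 3 lower in Bowes* (584 at an adjusted p under 0.05 regardless of fold). At an unadjusted p under 0.05 and more than 2-fold, 665 were higher and 97 lower. The 3 Bowes* libraries all lay on one side of the 3 monotypic ones for 575 of the genes called higher and for all 3 called lower. This held for 12.4% of all tested genes, against 10% by chance. Of the genes called higher, 202 were not detected in any monotypic Bowes library. Without a filter on low counts 907 genes were higher and 90 lower. Without monotypic replicate 1 the number called lower was 115, and it was 0 without monotypic replicate 2, Bowes* replicate 1 or Bowes* replicate 3. Without any single library the number called higher stayed between 410 and 674. Of the genes the paper lists as upregulated in Bowes*, 518 were also called here, and of those it lists as downregulated, 3. The estimate had the paper's direction for every gene of both lists. Ranked by fitted log2 fold change, the first 5 genes called higher were CCL2, PDPN, CD93, S1PR1 and ALDH1A1, all higher in all 3 Bowes* libraries. None of them was detected in monotypic Bowes, so that order depends on the prior count, and other genes have greater lower bounds than PDPN, CD93 and S1PR1. CCL2 (ENSG00000108691, chromosome 17 from 34255274 to 34257208) had 0 counts in monotypic Bowes and 169 ± 73.8 CPM in Bowes*, at least 963-fold higher (edgeR adjusted p = 2.3e-07). The lower bounds of PDPN, CD93, S1PR1 and ALDH1A1 were 676-fold, 304-fold, 290-fold and 1180-fold, with edgeR adjusted p of 3.9e-07, 3.9e-07, 5.23e-07 and 1.16e-08. PDPN and S1PR1 are on the list of endothelial markers. The genes called lower were SNORA71D, SNX32 and TRIM48, lower in all 3 Bowes* libraries. SNORA71D (log2 fold change −2.23, standard error 0.573, edgeR adjusted p = 0.0426) lies entirely within SNHG17 on the same strand, and 1 monotypic library decides its size: its monotypic levels were 17.9, 81.7 and 12.0 CPM, and without replicate 2 the log2 fold change was −0.92. SNX32 shares 9.5% of its exon bases with CFL1 on the opposite strand. Its log2 fold change was −1.45 (standard error 0.375, edgeR adjusted p = 0.0447), and that of TRIM48, a member of a multigene family, was −1.24 (standard error 0.320, edgeR adjusted p = 0.0442).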

The LEC primed Bowes* cells showed 532 upregulated genes and 14 downregulated genes (2-fold change, p<0.05) when compared to Bowes from monotypic cultures (Supplementary file 1, related to Figure 2). Thus, LEC interaction resulted in differential expression of a large number of genes in the LEC primed melanoma cells.

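Higher in both WM852* and Bowes* were 93 genes, and 0 were lower in both. Only 3 genes were called lower in Bowes*, so an overlap of lower genes could hardly appear. RNA from LECs left with the separated cells could also give shared higher genes. With the replicate number as a block in both lines, although the numbers were taken to pair only the WM852 libraries, 152 were higher in both. The response to LECs was compared between the lines in one edgeR quasi-likelihood fit of all 12 libraries. Of 15504 genes, 558 had a different response at a Benjamini-Hochberg adjusted p under 0.05, of which 134 had the greater log2 fold change in WM852 and 424 in Bowes. This number was 1671 without a filter on low counts, and it lay between 354 (without Bowes* replicate 3) and 911 (without monotypic Bowes replicate 1) when each library was left out. With the block it was 2826. The balance also moved, to 891 genes with the greater change in WM852 and 780 in Bowes without the filter, 477 and 557 with DESeq2, 1186 and 1640 with the block, and 362 and 369 without WM852* replicate 2. From the numbers of up- and downregulated genes in each line, the paper concludes that the interaction with LECs changed the expression of many genes in the primed melanoma cells.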

**Figure 2.**
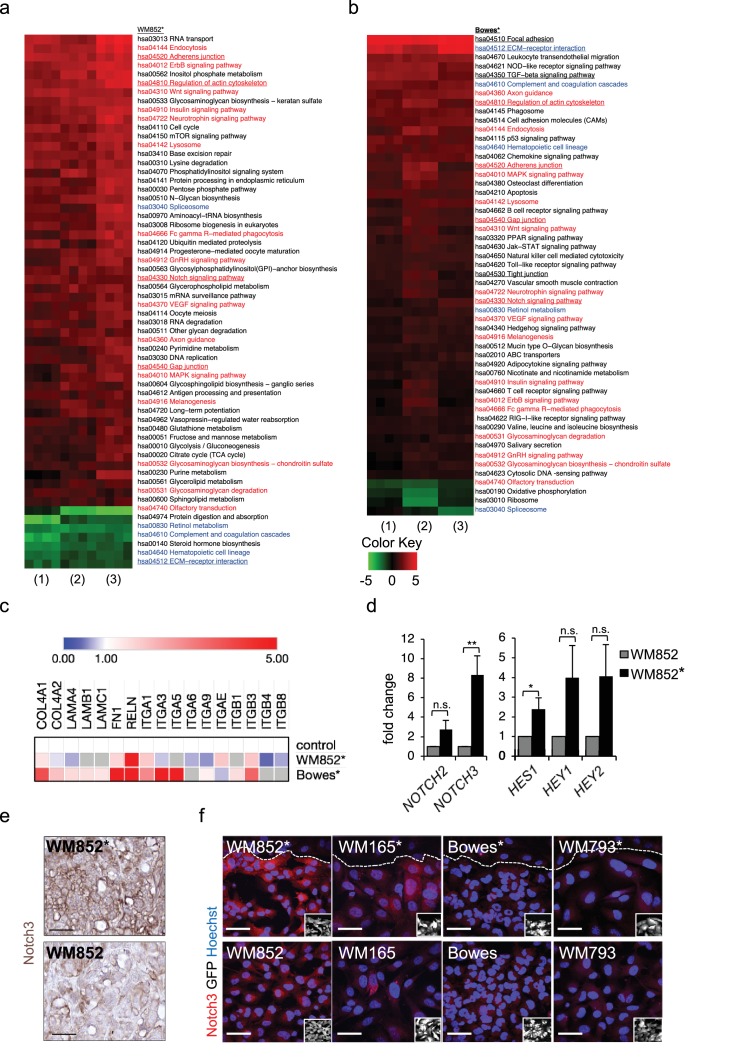
Transcriptomic analysis reveals Notch3 upregulation in the LEC primed WM852 cells. (**a–b**) Generally Applicable Gene-set Enrichment (GAGE) for RNA-seq pathway analysis of LEC primed (**a**) WM852* and (**b**) Bowes* cells. Samples were compared to their respective cells derived from monotypic cultures. Three biological replicates per sample group and four run replicates were used. In the heatmap, red represents upregulated and green downregulated pathways in WM852* and Bowes*. Pathways enriched in both cell lines are marked with red text if they were similarly upregulated or downregulated, and blue text if they were differentially upregulated or downregulated. Pathways enriched only in one cell line are marked with black text. Pathways with underlined text were used for further analysis. (**c**) Heatmap depicting average expression fold change of the differentially expressed ECM-receptor interaction pathway genes in the RNA-seq of LEC primed WM852* and Bowes* cells. The WM852 and Bowes cells from monotypic cultures were used as controls, and set to one. Red represents upregulated and blue downregulated genes in WM852* and Bowes*. Adjusted p-values are less than 0.05 for all genes shown. (**d**) Relative mRNA fold change of the indicated targets in WM852 and WM852*. *:p<0.05; **p<0.001; n.s., non-significant. (**e**) Representative images of Notch3 immunohistochemistry in the WM852 and WM852* derived xenografts. Scale bar = 50 µm. (**f**) Representative confocal images of Notch3 staining (red) in different GFP expressing melanoma cell lines (GFP positive cells shown in the inset) cultured in the presence (*, upper panels) or absence (bottom panels) of LECs. Nuclei are counterstained with Hoechst 33342. The dashed line indicates the LEC-melanoma (below the line) border. Scale bar = 50 µm. Full size confocal images are available as a source data 1.

**Figure 2—figure supplement 1.**
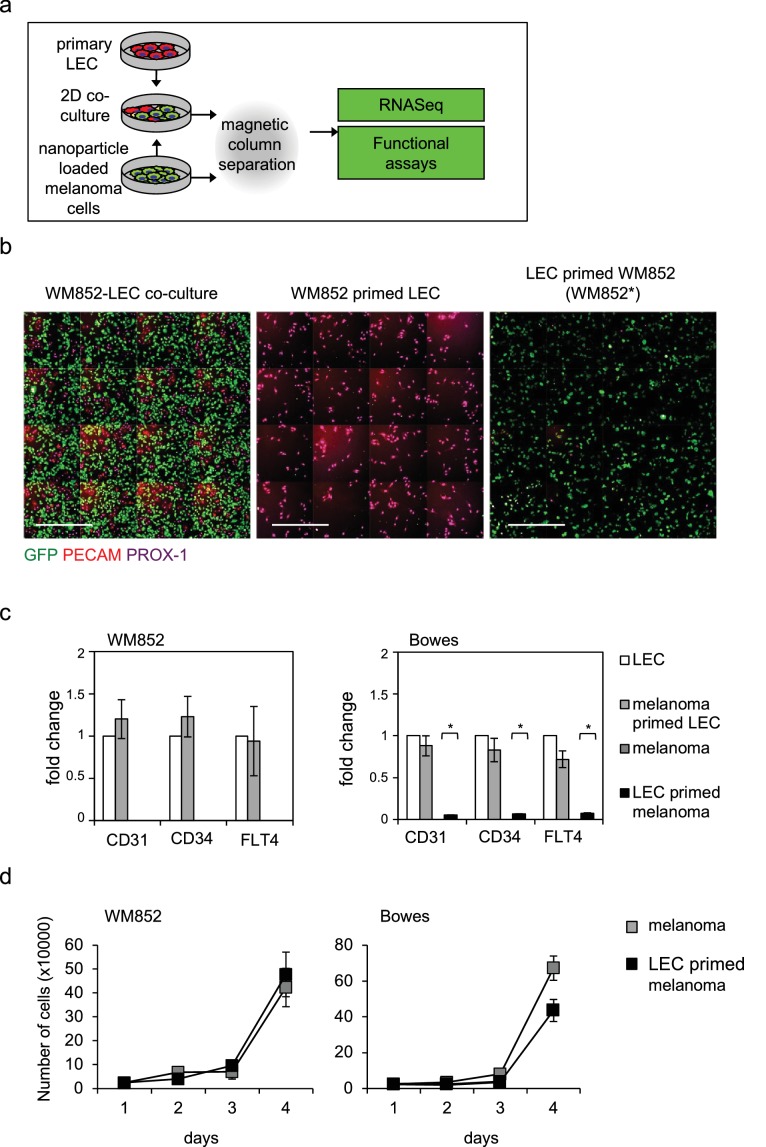
Optimization of magnetic separation of melanoma and LEC cells following co-culture of LEC and melanoma cells. (**a**) Schematic of the workflow for cell separation from the melanoma-LEC 2D co-cultures. (**b**) WM852-LEC co-culture (left), flow through of the magnetic column (middle) and the separated elute (right) were stained for GFP (green), PECAM (red), and PROX-1 (magenta) and visualized by indirect immunofluorescence using high-content imaging. Panels of 16 (4 × 4) images are shown. (**c**) Relative mRNA fold changes of the indicated targets in LECs and melanoma cells derived from monotypic cultures or co-cultures (*) followed by magnetic separation. Average of three independent experiments, error bars indicate SEM. *: p<0.05. (**d**) Cell count at different time points following magnetic separation of WM852 (left) and Bowes (right) from monotypic culture or after LEC priming in the co-culture. Graphs show an average of two independent experiments, error bars indicate SD.

**Figure 2—figure supplement 2.**
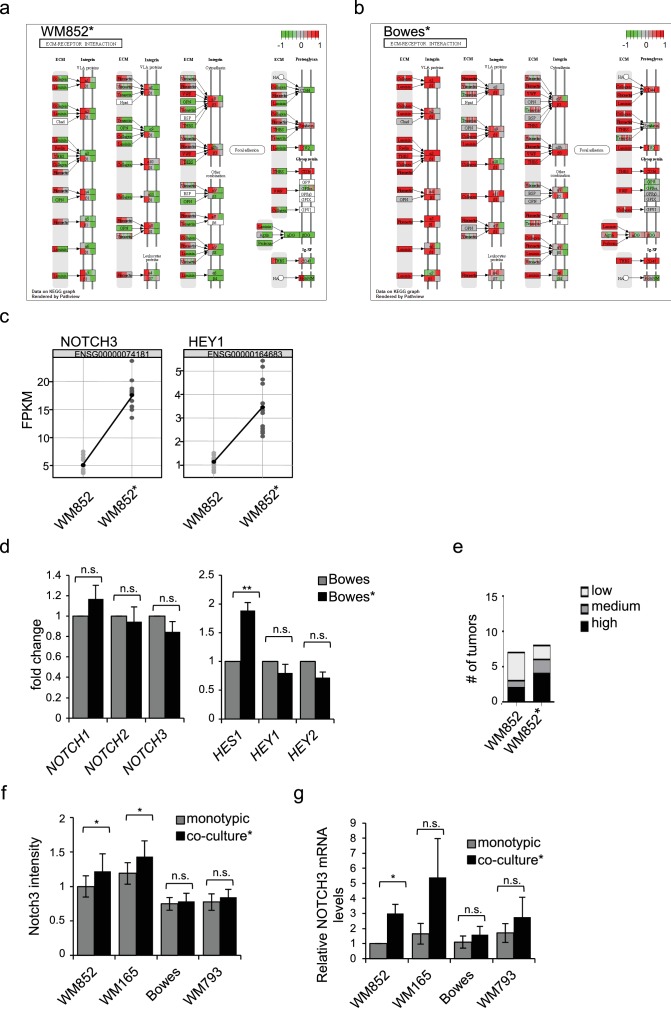
LEC priming induced differential changes in the ECM-receptor interaction pathway and Notch signaling pathway. (**a–b**) ECM-receptor interaction (hsa04512) KEGG pathway map rendered with Pathview from RNA-seq data described in Figure 2 of (**a**) WM852* and (**b**) Bowes* cells. Red represents upregulated and green downregulated genes in WM852* and Bowes*. (**c**) FKPM values of *NOTCH3* and *HEY1* gene expression in WM852* cells in RNA sequencing analysis in Figure 2A. A dot represents one replicate. (**d**) mRNA fold change of the indicated targets in Bowes and Bowes*. Average from three independent experiments is shown. **: p<0.001; n.s., non-significant. (**e**) Quantification of Notch3 staining intensity in xenografts originating from WM852 (n = 7) or WM852* (n = 8). (**f**) Quantification of Notch3 signal intensity for the indicated cell lines. Average of the intensity was calculated in four images/condition (from two independent experiments. More than 100 cells were always analysed per condition. Error bars indicate SD. *:p<0.05; n.s., non-significant. (**g**) *NOTCH3* mRNA fold change in the indicated melanoma cell lines from monotypic culture or co-cultured with LEC (*). Data averaged from four independent experiments is shown. *:p<0.05; n.s., non-significant.

To further dissect the biological processes affected by LEC interaction, we next utilized Generally Applicable Gene-set Enrichment (GAGE) for pathway analysis. Interestingly, LEC priming led to enrichment of several pathways known to be involved in cancer metastasis as well as cell contacts and communication (Figure 2a–b). Several of these pathways were enriched in both the metastatic cell line WM852 as well as non-metastatic Bowes cells after the LEC contact. 

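Gene lists written out by hand after the pathway maps were tested in each cell line with camera (preset correlation of 0.01 between genes, 2-sided, Benjamini-Hochberg adjustment over the sets and both lines). They stand in for the paper's GAGE analysis of KEGG pathways, and the actin cytoskeleton was not analysed here as a set. Of 66 adherens junction genes tested in WM852, 48 were lower and 18 higher in WM852*, with a median log2 fold change of −0.31 (adjusted p = 0.00021). In Bowes*, 54 of 63 were higher, with a median of 0.20 (adjusted p = 8.74e-05). The gap junction genes had a median of −0.22 in WM852* (26 higher, 41 lower, adjusted p = 0.0626) and 0.06 in Bowes* (39 higher, 29 lower, adjusted p = 0.0769). With the replicate block, the gap junction set passed in WM852* (median −0.27, adjusted p = 0.0473). The ECM-receptor interaction genes had a positive median in both lines, 0.24 in WM852* (40 of 72 higher, adjusted p = 0.0427) and 0.34 in Bowes* (36 of 51 higher, adjusted p = 9.43e-10). In WM852* the ECM-receptor result did not pass with the replicate block (adjusted p = 0.0795). Without a filter on low counts its median was 0.36, but camera placed the set below the other genes (adjusted p = 0.00674), and without WM852* replicate 1 its median was −0.20 (adjusted p = 0.667). Under the fry rotation test the adherens junction and gap junction sets passed in both lines (adjusted p = 0.032 for gap junction in each), and the ECM-receptor set in Bowes* but not in WM852* (adjusted p = 0.381). With the correlation between genes estimated from the data, none of these 3 sets passed in either line.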

The commonly upregulated pathways after LEC priming included adherens junctions, regulation of actin cytoskeleton, Notch signaling and gap junctions (Figure 2a–b; red text), whereas ECM-receptor signaling was downregulated in WM852* cells and upregulated in Bowes* cells (Figure 2a–b, blue text). In addition, other pathways involved in cell-cell and cell-matrix interactions, like focal adhesion, TGF-β signalling and tight junction pathways, were enriched as differentially regulated only in Bowes cells after the LEC contact (Figure 2a–b, black text).

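The set of TGF-β signaling genes had a median log2 fold change of 0.19 in Bowes*, with 49 of 64 genes higher (camera adjusted p = 7.46e-07). In WM852* the median was 0.10, with 35 of 59 genes higher (camera adjusted p = 0.341). The difference between the lines, tested in a fit of all 12 libraries chosen after the data were seen, had a median of −0.12 (camera adjusted p = 0.018 over 6 sets). Over genes with a mean of at least 50 counts per run it was 0.0039 and did not pass (0.197). Nor did it pass without monotypic replicate 1 of WM852 (−0.03, 0.0573) or of Bowes (−0.08, 0.0848). Among the genes that the paper's Supplementary file 2 places in the focal adhesion pathway for Bowes*, 43 were tested, 42 were higher and 24 were called higher. In its list for WM852*, 19 of 32 were higher, with 4 called higher and 3 called lower. The tight junction list gave 12 of 12 genes higher with 4 called in Bowes*, and 5 higher and 5 lower with 1 called in WM852*. The study selected these genes as changed in the same libraries, so the counts describe the lists and are not independent evidence.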

To identify genes enriched in the pathways involved in the cell-cell or cell-matrix contacts (focal adhesion, regulation of actin cytoskeleton, adherens junction, gap junction, tight junction, ECM-receptor interaction and TGF-β signaling), we selected significant, differentially expressed genes in WM852* and Bowes* cells and sorted them to the pathways (Supplementary file 2, related to Figure 2). We found LEC-induced changes in melanoma cells in the expression of ECM matrix components such as collagens, laminins, fibronectin and reelin; cell surface receptors such as integrins, TGF-beta receptors and platelet derived growth factor receptors; as well as actin cytoskeleton (Figure 2c, Supplementary file 2 related to Figure 2). 

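Among extracellular matrix genes, fibronectin (FN1, ENSG00000115414, chromosome 2 from 215360440 to 215436073) rose in Bowes* from 1.75 ± 0.592 to 107 ± 53.1 CPM, a log2 fold change of 5.88 (standard error 0.462, edgeR adjusted p = 1e-06, higher in all 3 libraries). In WM852*, where monotypic cells already held 1400 ± 685 CPM, the change of FN1 was 0.65 (standard error 0.371, edgeR adjusted p = 0.363, and 0.00839 with the replicate block) with overlapping groups. Reelin (RELN, ENSG00000189056, chromosome 7 from 103471381 to 103989658) rose in all 3 libraries of both lines, from 0.398 ± 0.263 to 20.6 ± 6.11 CPM in WM852* (log2 fold change 5.60, standard error 0.527, edgeR adjusted p = 0.00663) and from 4.41 ± 1.17 to 73.9 ± 22.4 CPM in Bowes* (4.05, standard error 0.342, edgeR adjusted p = 1.78e-06). The collagen gene COL4A1 rose in all 3 Bowes* libraries by a log2 fold change of 2.18 (standard error 0.316, edgeR adjusted p = 0.000331), against 0.42 in all 3 WM852* libraries (edgeR adjusted p = 0.26, and 0.0107 with the block). The laminin genes LAMA4, LAMB1 and LAMC1 had log2 fold changes of 0.68, 0.63 and 0.54 in Bowes*, higher in all 3 libraries, and −0.68, −0.22 and −0.24 in WM852*. None of these 6 changes passed edgeR's adjusted threshold, though LAMA4 in WM852* did with the block (0.00238). In WM852* LAMB1 and LAMC1 changed sign without monotypic replicate 1 (0.14 and 0.0817), and LAMB1 also without WM852* replicate 3 (0.00209). Of the integrins, ITGA3, ITGA5, ITGB3 and ITGA1 were called higher in Bowes*, with log2 fold changes of 5.43, 5.36, 2.19 and 1.82 and edgeR adjusted p of 2.23e-06, 4.92e-06, 0.00217 and 0.00508. All 4 were higher in all 3 libraries. ITGB3 shares 33.2% of its exon bases with another annotated gene on the same strand, and ITGA1 7.5% with a gene on the opposite strand. In WM852*, ITGB4 was called lower in all 3 libraries, from 17.5 ± 1.95 to 6.85 ± 1.13 CPM (log2 fold change −1.365, standard error 0.209, edgeR adjusted p = 0.0223). ITGB3 rose from 150 ± 7.98 to 269 ± 3.52 CPM in WM852* without passing (edgeR adjusted p = 0.0538, and 0.000542 with the replicate block). Only with the block, ITGA1 and ITGAE also passed as higher (log2 fold change 0.88 and 0.87, edgeR adjusted p = 0.00119 and 0.00107). Likewise ITGA3, ITGA6, ITGA9 and ITGB8 passed as lower (−0.45, −0.63, −0.90 and −0.64, edgeR adjusted p = 0.00721, 0.0016, 0.00819 and 0.0105). ITGA5 and ITGB1 passed in neither fit. RNA from LECs left with the separated cells could contribute to the rises named here, that of RELN among them. It was not tested for these genes.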

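The difference in response between WM852 and Bowes was tested for each hand-written list with camera on the interaction of cell line and co-culture, a comparison chosen after the data were seen. The ECM-receptor interaction genes had a median difference in log2 fold change of −0.30 (65 genes, WM852 minus Bowes, adjusted p = 0.00592). The medians were −0.58 for adherens junction (64 genes, adjusted p = 4.15e-07) and −0.34 for gap junction (72 genes, adjusted p = 0.00802). Leaving out monotypic WM852 replicate 1 moved the ECM-receptor difference to −0.11 (adjusted p = 0.0694).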

Notably, the ECM-receptor interaction pathway was the most differentially regulated pathway in the two cell lines (Figure 2—figure supplement 2a–b). 

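The 17 genes drawn in Figure 2c were all tested in both cell lines. In Bowes*, 14 had a higher estimate than in monotypic Bowes, 3 a lower one, and 7 were called higher. In WM852*, 6 were higher and 11 lower, with 1 called in each direction. Upper-quartile factors gave 7 higher and 10 lower in WM852*, the change coming from ITGB1, and without monotypic replicate 1 there were 9 higher and 8 lower. In the longer ECM-receptor list of Supplementary file 2 the paper placed 17 genes for WM852*, of which 16 were tested here, 11 higher and 5 lower, with 3 called higher and 0 lower. For Bowes*, 22 were tested, 20 higher and 2 lower, with 13 called higher. Both lists were chosen by the study from these libraries.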

Majority of the genes in this pathway were upregulated in Bowes* cells when compared to parental Bowes cells, whereas in WM852* cells these were mainly downregulated (Figure 2c, see examples of differentially expressed genes, Supplementary file 2 related to Figure 2). 

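For 15 of the 17 Figure 2c genes the estimated response was smaller in WM852* than in Bowes*. The difference passed edgeR's adjusted threshold for 4 of them in the fit of all 12 libraries. Of the 5 alternative fits of all libraries, the replicate block among them, COL4A2, LAMA4 and ITGB3 passed in 2. LAMB1, LAMC1, ITGA9 and ITGB4 passed in 1, and ITGA1, ITGA6, ITGB1 and ITGB8 in none. RELN and ITGAE, with the greater response in WM852*, passed in 1 and 2. ITGA3 differed by −5.83 on the log2 scale (standard error 0.510, edgeR adjusted p = 1.81e-05). It was lower in all 3 WM852* libraries, from 1030 ± 107 to 761 ± 146 CPM (edgeR adjusted p = 0.312, and 0.00721 with the replicate block), and higher in all 3 Bowes* libraries, from 0.380 ± 0.199 to 17.3 ± 6.69 CPM. The differences of ITGA5, FN1 and COL4A1 were −5.46, −5.17 and −1.72, with edgeR adjusted p of 0.000134, 0.000309 and 0.0234. In WM852* ITGA5 went from 408 ± 46.8 to 370 ± 90.9 CPM with overlapping groups, and in Bowes* it rose in all 3 libraries from 3.02 ± 1.66 to 125 ± 63.3 CPM. From the pathways and the genes sorted into them, the paper concludes that LEC priming changes cell-cell and cell-ECM contact genes in ways that partly differ between the metastatic and the non-metastatic line.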

Taken together, LEC priming induces major changes in the genes of the cell-cell and cell-ECM contact mediator pathways that partly differ between the metastatic WM852* and the non-metastatic Bowes* cells.

### LEC interaction induces Notch3 in WM852 cells

Our pathway enrichment analysis revealed Notch signaling pathway to be upregulated in the melanoma cells after LEC priming (Figure 2a–b). 

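Over a list of Notch signaling genes written after the pathway map, 45 genes were tested in Bowes and 30 were higher in Bowes*, with a median log2 fold change of 0.09 (camera adjusted p = 0.0266). In WM852, 17 of 43 were higher and 26 lower in WM852*, with a median of −0.21 (camera adjusted p = 0.11). Under the fry rotation test the WM852* change passed (adjusted p = 0.025) and the Bowes* change did not (adjusted p = 0.0816). With the correlation between genes estimated from the data, neither passed. The median in WM852* stayed between −0.21 and −0.14 when each library was left out. That in Bowes* lay between 0.0455 and 0.186, and 3 of these 6 fits lost the camera call.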

Previous studies using co-culture of HUVECs and melanoma cells have identified Notch3 as a player in melanoma–EC communication (Stine et al., 2011) and a potential mediator of melanoma metastasis also in human tumors (Howard et al., 2013). We therefore next investigated if Notch3 and its downstream targets were induced in the LEC primed melanomas. In the RNA-sequencing analysis, the upregulated genes in the LEC primed WM852* cells included several Notch pathway members including *NOTCH3* and the Notch downstream target *HEY1* (Figure 2—figure supplement 2c), and qRT-PCR analyses confirmed elevated *NOTCH3* levels accompanied by increases in the known Notch downstream targets (*HES1*, *HEY1,* and *HEY2)* in WM852* when compared to the monotypic WM852 (Figure 2d). 

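NOTCH3 (ENSG00000074181, chromosome 19 from 15159038 to 15200995 on the minus strand of GRCh38) was at 61.0, 42.6 and 41.8 CPM in the 3 monotypic WM852 libraries and at 85.5, 87.4 and 110 CPM in WM852*, or 48.5 ± 10.8 against 94.1 ± 13.4 CPM. The log2 fold change was 0.96 (standard error 0.229), with an edgeR adjusted p of 0.0747 over all tested genes and 0.00379 with the replicate block. Adjusted over the list alone, the genes named for the transcriptome before the data were examined, it was 0.0133. The paper chose part of that list from these libraries, so the last value is not independent evidence. The estimate stayed between 0.84 and 1.35 across all settings, and 6 of 17 gave an adjusted p under 0.05, none of them among the 6 fits that left out a library. The paper's log2 fold change is 1.01.
HEY1 (ENSG00000164683, chromosome 8 from 79762371 to 79767857) rose from 3.58 ± 0.555 to 11.0 ± 3.48 CPM, a log2 fold change of 1.60 (standard error 0.295, edgeR adjusted p = 0.0383, higher in all 3 libraries). The paper's value is 1.57. HEY1 passed in 1 of the 6 fits that left out a library, the one without WM852* replicate 1 (edgeR adjusted p = 0.033). These fits had no block, and with all libraries and the block HEY1 passed (edgeR adjusted p = 0.000611).
Of the other receptors, NOTCH4 rose from 8.10 ± 2.50 to 15.2 ± 4.31 CPM in all 3 libraries without passing (log2 fold change 0.90, edgeR adjusted p = 0.161, and 0.00132 with the block). NOTCH1 fell in all 3 libraries from 64.3 ± 14.0 to 25.6 ± 2.83 CPM (log2 fold change −1.33, standard error 0.223, edgeR adjusted p = 0.0301). It did not pass in any of the 6 fits that left out a library, which had no block. With all libraries and the block NOTCH1 passed (edgeR adjusted p = 0.0012). NOTCH2 changed by −0.48 with overlapping groups (edgeR adjusted p = 0.41, and 0.0293 with the block). HES1 changed by 0.17 with overlapping groups (edgeR adjusted p = 0.836), and HEY2, at about 1 CPM, by 0.78 in all 3 libraries (edgeR adjusted p = 0.321). In Bowes*, NOTCH3 changed by −0.17 and HEY1 by 0.20 with overlapping groups (edgeR adjusted p = 1 for both). NOTCH4 rose there from 3.62 ± 0.496 to 10.5 ± 4.00 CPM, higher in all 3 libraries (log2 fold change 1.53, standard error 0.343, edgeR adjusted p = 0.0154). It did not pass without monotypic Bowes replicate 3, Bowes* replicate 1 or Bowes* replicate 3. Its difference between the lines was −0.59 (edgeR adjusted p = 0.552). The ligand gene DLL4 was not detected in monotypic Bowes and was higher in all 3 Bowes* libraries (edgeR adjusted p = 2.98e-05). The difference between the lines passed for NOTCH1 (−1.78, edgeR adjusted p = 0.0474), though in only 2 of the 12 fits that left out a library. It also passed for DLL4 (−6.14, edgeR adjusted p = 0.00234), where its size depends on the prior count. The differences of NOTCH3 (1.17) and HEY1 (1.43) did not pass (edgeR adjusted p = 0.292 and 0.123). With the replicate number as a block in both lines they were 1.06 and 1.37 and passed (0.025 and 0.00476), and without monotypic Bowes replicate 1 that of HEY1 passed as well (1.75, edgeR adjusted p = 0.0421). From the RNA-sequencing values and the qRT-PCR of the same targets, the paper concludes that NOTCH3 and its downstream targets were induced in WM852*.

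**Figure D1:**
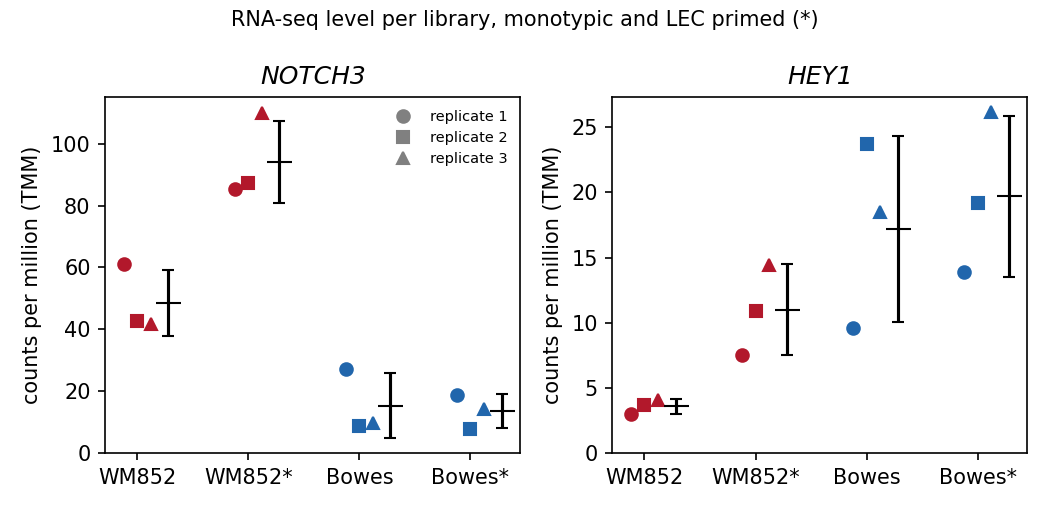
Level of NOTCH3 (left) and HEY1 (right) in CPM on TMM library sizes, for each library of monotypic and LEC primed (*) WM852 (red) and Bowes (blue). Marker shapes give the replicate number, and the black bars the mean ± SD of n = 3 libraries. The WM852* libraries lie above all monotypic WM852 libraries for both genes, and the Bowes groups overlap.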

In Bowes* cells a two-fold upregulation of *HES1*, was detected (Figure 2—figure supplement 2d).

Importantly, upregulation of Notch3 was also evident in WM852* tumors by immunohistochemistry when compared to tumors derived from the monotypic WM852 (Figure 2e, Figure 2—figure supplement 2e). The upregulation of Notch3 upon LEC priming provides strong support that our LEC-melanoma interaction model can reveal clinically relevant molecules for cancer dissemination and thus has high potential also for identifying previously unrecognized pathways and molecules contributing to the lymphatic metastasis of melanoma.

To address if the LEC induced *NOTCH3* increase was specific for WM852 melanoma cells, we co-cultured two additional melanoma cell lines derived from vertical growth phase primary tumor (WM793) and metastasis (WM165) (Tatti et al., 2011) with LECs and analysed the co-cultures for Notch3 expression by indirect immunofluorescence analysis (IFA). LEC priming induced an increase in Notch3 expression specifically in the metastatic cell lines, namely WM852 and WM165, but not in the primary tumor derived WM793 or Bowes (Figure 2f; Figure 2—figure supplement 2f). Additional qRT-PCR analysis revealed the most pronounced upregulation of *NOTCH3* in the primed metastatic cell lines (Figure 2—figure supplement 2g).

### Interaction with LECs switches on invasive melanoma growth in 3D matrix

To gain more insight into the metastasis-promoting mechanisms of LECs on melanoma cells, we investigated their ability to grow in 3D fibrin matrix. Matrix embedded WM852* and WM165* cells displayed a different morphology forming string-like, sprouting cell colonies (Figure 3a), and resembling cells undergoing collective invasion. In contrast, the non-primed control cells from monotypic cultures formed round sphere-like colonies in fibrin (Figure 3a). The morphology of the non-metastatic cell lines instead remained unaffected by priming. Bowes cells grew as sparse, elongated cells and WM793 as collective sphere-like cell clusters in fibrin (Figure 3a,b), suggesting that both expansive growth and invasive sprouting are important for aggressive dissemination.

**Figure 3.**
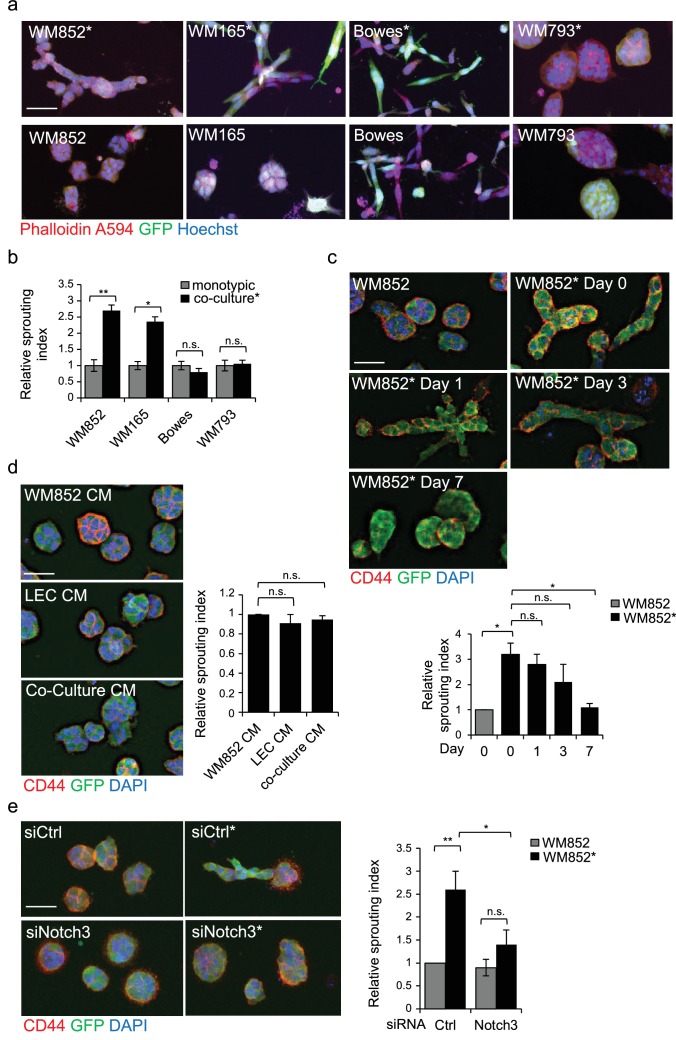
LEC interaction modifies the 3D growth phenotype of the melanoma cells. (**a**) Representative confocal images of 3D fibrin assays after magnetic separation of the indicated melanoma cell lines co-cultured with LEC (*, upper panels) or from monotypic culture (bottom panels). GFP expressing (green) melanoma cells were stained with Phalloidin A594 (red), nuclei are counterstained with Hoechst 33342 (blue). Maximum intensity Z-projections of the confocal stacks are shown. Scale bar = 50 µm. (**b**) Quantification of the sprouting index for the samples in (**a**). Graphs show the average of at least three images per condition per two independent experiments, error bars indicate the SEM p<0.05; **; p<0.01; n.s., non-significant. (**c**) Representative images of the 3D fibrin assay of WM852 and WM852* after magnetic separation at the indicated day after separation. The graph represents the average of three images per condition analysed in each of the two independent experiments. Error bars represent SEM. *: p<0.05; n.s., non-significant. (**d**) Representative images of the 3D fibrin assay of monotypic WM852 treated with conditioned media (CM) from the indicated sources. The graph represents the average of three images per condition. Error bars represent SEM. n.s., non-significant. (**e**) Representative images of the 3D fibrin assay of WM852 and WM852* treated with the indicated siRNAs for 72 hr prior to magnetic separation and fibrin embedding. The graph represents the average of three images per condition per three independent experiments. Error bars represent SEM. *: p<0.05; **; p<0.01; n.s., non-significant.

**Figure 3—figure supplement 1.**
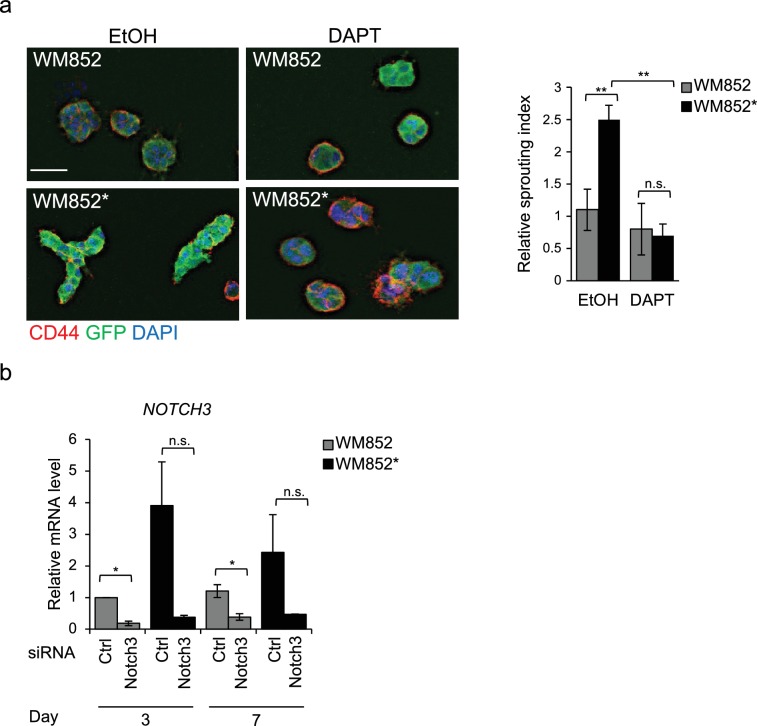
3D growth phenotype of metastatic melanoma cells is Notch3 dependent. (**a**) Representative images (left) and quantification (right) of 3D fibrin assay of WM852 and WM852* treated with vehicle (EtOH) or DAPT for 48 hr during co-culture, after magnetic separation and also during the 3D fibrin assay. Relative sprouting index from three independent experiments is shown; **: p<0.01; n.s., non-significant. (**b**) *NOTCH3* mRNA fold change in WM852 and WM852* treated with the indicated siRNAs for 72 hr and subjected to magnetic separation after co-culture and analysed at the indicated time points. *: p<0.05; n.s., non-significant.

To assess the duration of the LEC-induced change in the 3D growth phenotype of melanoma cells, the WM852* cells were cultured in 2D monotypic cultures for 0, 1, 3 and 7 days before embedding in 3D fibrin for 96 hr. WM852 cells derived from a monotypic culture at day 0 were used as a control. The sprouting phenotype of WM852* cells was retained up to 3 days after separation and declined back to control levels after 7 days (Figure 3c). The ability of LECs to prime melanomas and induce their sprouting required direct contact between the two cell types and was not mediated by paracrine factors secreted by the LECs since conditioned medium (CM) from LEC monoculture or WM852-LEC co-culture failed to induce sprouting of matrix embedded WM852 cells (Figure 3d). These results indicate that the LEC-induced changes in WM852 are transient and require a prior direct cell-cell contact with the LECs.

### LEC-induced metastatic melanoma 3D growth phenotype is Notch3 dependent

Next we assessed the requirement of Notch3 for the change in the 3D growth phenotype of the LEC primed WM852. To this end, we inhibited Notch activation by treating the WM852 monotypic culture or the LEC-WM852 co-culture with DAPT, an inhibitor of gamma secretase that mediates the cleavage of Notch receptors to produce the active intracellular domain form (NICD). After magnetic separation, the cells were subjected to the 3D fibrin assay in the presence of DAPT or vehicle (ethanol; EtOH). The DAPT treatment led to a dramatic reduction in the relative sprouting index of the LEC primed WM852 cells but had little effect on the control WM852 derived from monotypic cultures (Figure 3—figure supplement 1a). To demonstrate that the DAPT effect was specific for Notch3 inhibition, we repeated the assay by treating the cells with siRNA targeting *NOTCH3* (Figure 3—figure supplement 1b). Notch3 depletion almost completely abolished the increase in the sprouting growth of the LEC primed WM852 (Figure 3e), further supporting the role of Notch3 for the switch to the sprouting 3D growth of melanoma cells induced by LEC interaction.

### MMP14 is required for the invasively sprouting 3D growth of LEC primed melanoma cells

Membrane type matrix metalloproteinase MMP14 is frequently induced in invasive melanoma and its high expression correlates with melanoma progression and metastasis (Hofmann et al., 2000; Tatti et al., 2015). Therefore, we investigated whether LEC priming would induce changes in MMP14 expression in melanoma cells. Interestingly, higher MMP14 signal intensity and re-localization to the cell-cell contacts/plasma membrane were observed in WM852* (Figure 4a, arrowheads). The increase in the cell surface MMP14 protein levels upon LEC co-culture was also confirmed by flow cytometry analysis for WM852 (Figure 4—figure supplement 1a). A moderate increase in the MMP14 intensity was observed in WM165* (Figure 4—figure supplement 1b), but no LEC-induced changes in the level or localization of MMP14 were observed in Bowes (Figure 4a) or WM793 cells (Figure 4—figure supplement 1b). Bowes cells in particular showed a strong perinuclear MMP14 signal, which co-localized with a signal from anti-TGN46 that defines the location of trans-Golgi network (Figure 4—figure supplement 1c).

**Figure 4.**
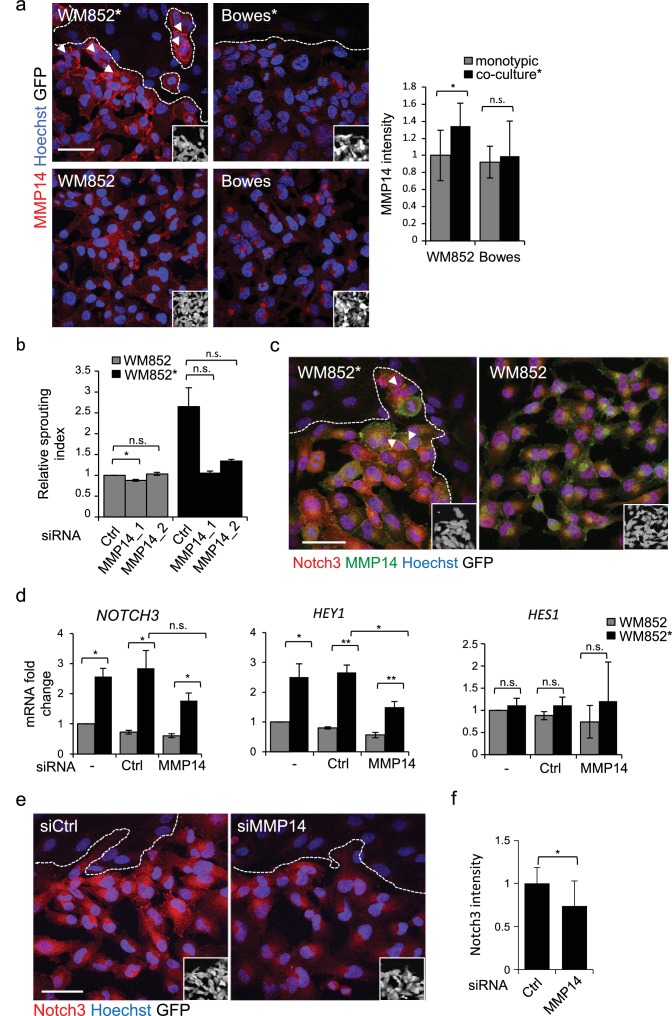
MMP14 is required for the increased sprouting growth of LEC primed melanoma cells in 3D. (**a**) Right panels: representative confocal images of MMP14 (red) expression in WM852 and Bowes co-cultured with LECs (*, upper panels) and from monotypic culture (bottom panels). Nuclei were counterstained with Hoechst 33342. GFP-expressing melanoma cells are shown white in the inset. Arrowheads indicate MMP14 localization to the cell-cell contacts. The dashed line indicates the LEC-melanoma (below the line) border. Scale bar = 50 µm. Left panel: quantification of MMP14 intensity analysed in four images per condition from two independent experiments. More than 100 cells were always analysed per condition. Average is shown, error bars represent SD; *: p<0.05. n.s., non-significant. (**b**) Quantification of the 3D sprouting index of WM852 and WM852* treated with the indicated siRNAs for 72 hr followed by magnetic separation and the 96 hr fibrin assay. The graph represents the average of three images per condition in each of the two independent experiments, error bars indicate SEM; *: p<0.05. n.s., non-significant. (**c**) Representative confocal images of MMP14 (green) and Notch3 (red) in WM852 and WM852*. Arrowheads indicate the cell-cell junction where MMP14 and Notch3 co-localize. Nuclei were counterstained with Hoechst 33342. The dashed line indicates the LEC–melanoma (below the line; GFP positive cells (white) in the inset) border. Scale bar = 50 µm. (**d**) mRNA fold change of the indicated targets in WM852 and WM852* upon treatment with the indicated siRNA for 72 hr and following magnetic separation. Graphs show the average of three independent experiments, error bars indicate SEM, *: p<0.05; **: p<0.01. n.s., non-significant (**e**) Representative confocal images of Notch3 staining (red) in WM852* treated with the indicated siRNAs for 72 hr. Nuclei were counterstained with Hoechst 33342. The dashed lines indicate the LEC-WM852 (GFP positive cells (white) in the inset) border. Scale bar = 50 µm. (**f**) Quantification of Notch3 signal intensity of WM852* treated as in (**e**) and described in (**a**). Error bars indicate SD; *: p<0.05. Full size confocal images are available as source data 2.

**Figure 4—figure supplement 1.**
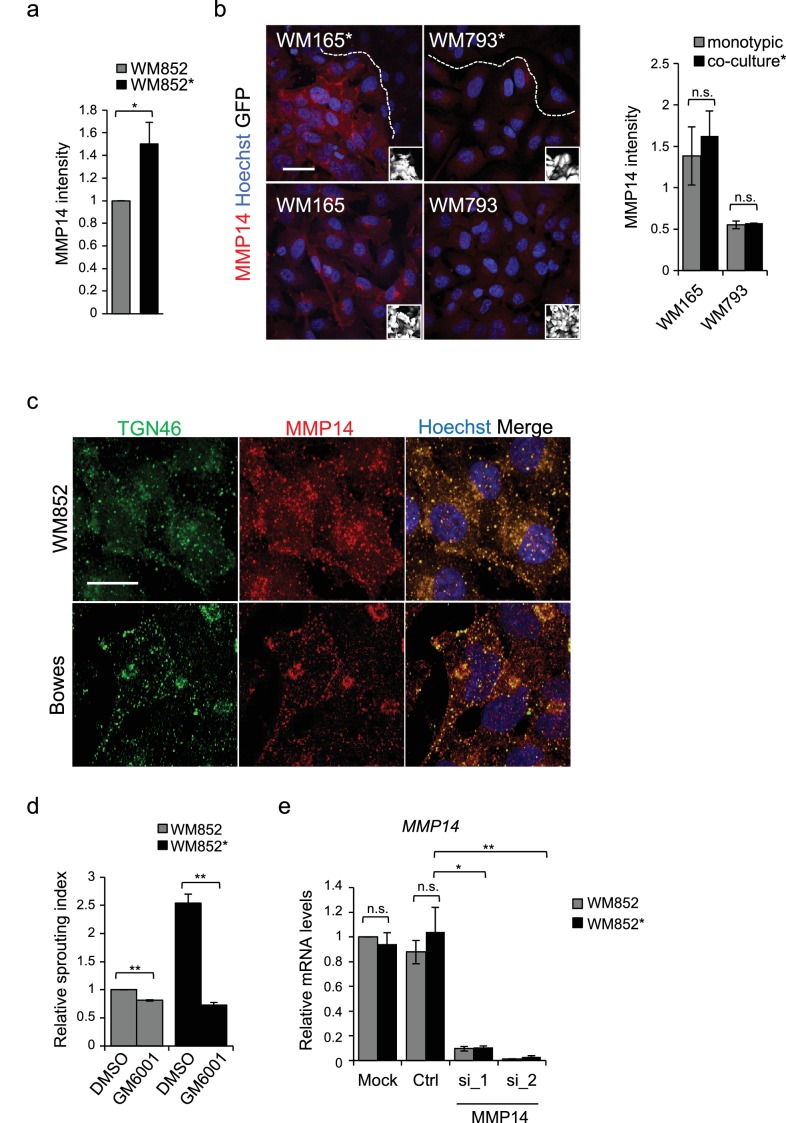
MMP14 levels increase and MMP14 activity is needed for 3D sprouting growth in LEC-primed metastatic melanoma. (**a**) Flow cytometry analysis of MMP14 levels in WM852 and WM852*. Mean fluorescence intensity normalized to WM852 is shown, error bars represent SD across three independent experiments; *: p<0.05. (**b**) Left panels: representative images of MMP14 staining (red) in WM165 and WM793 cells (GFP positive cells (white) in the insets) cultured in the presence (*, upper panels) or absence (bottom panels) of LECs. Nuclei were counterstained with Hoechst 33342. The dashed line indicates the LEC-melanoma (below the line) border. Scale bar = 50 µm. Right panel: quantification of MMP14 signal intensity for the indicated cell lines. Average of the intensity is shown from four images/condition from two independent experiments. More than 100 cells were always analysed per condition. Error bars indicate SD. n.s., non-significant (**c**) Confocal images of Bowes (upper panels) and WM852 (lower panels) stained with TGN46 (green) and MMP14 (red) antibodies, nuclei were counterstained with Hoechst 33342. Scale bar: 25 µm. (**d**) Relative sprouting index of WM852 and WM852* treated with the vehicle (DMSO) or panMMP inhibitor GM6001 for 48 hr during co-culture and after magnetic separation as well as during the 3D fibrin assay. Error bars indicate SEM; **: p<0.01. (**e**) *MMP14* mRNA fold change in WM852 and WM852* treated with the indicated siRNAs for 72 hr; *: p<0.05; **: p<0.01. n.s., non-significant. Full size confocal images are available as source data 2.

**Figure 4—figure supplement 2.**
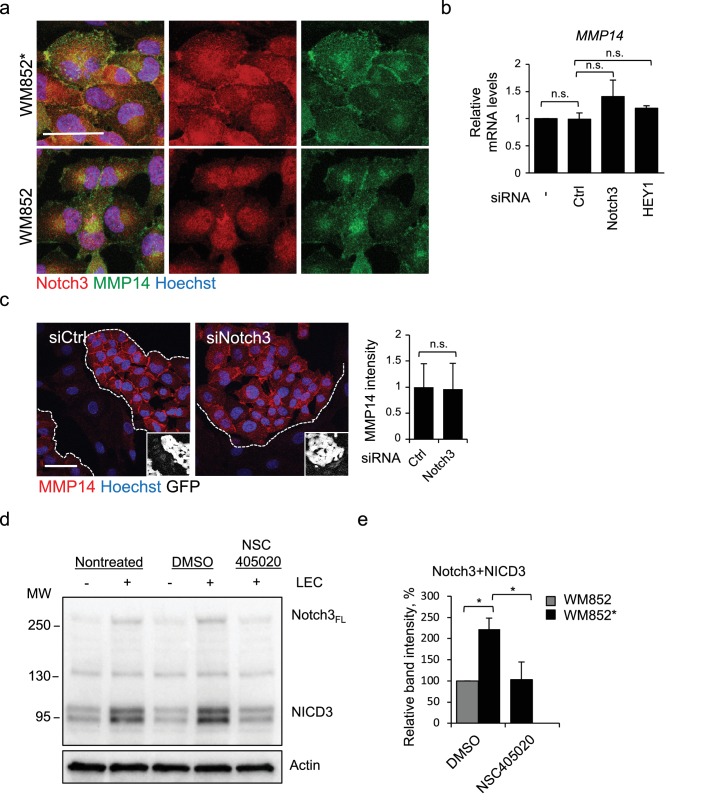
Notch3 does not regulate MMP14 expression, but MMP14 positively regulates Notch3. (**a**) Representative enlargement with separated channels of the images in Figure 4c. Merge, Notch3 (red) and MMP14 (green) stainings are shown. (**b**) *MMP14* mRNA fold change in WM852* treated with the indicated siRNAs for 72 hr. Data averaged from two independent experiments is shown. n.s., non-significant. (**c**) Right panels: representative confocal images of MMP14 (red) in WM852* after the cells were treated with indicated siRNAs for 72 hr. Nuclei were counterstained with Hoechst 33342. The dashed lines indicate LEC-melanoma (GFP expressing cells (white in the inset) border. Scale bar = 50 µm. Left panel: quantification of the MMP14 intensity analysed in four images per condition from two independent experiments. More than 100 cells were always analysed per condition. Average is shown, error bars represent SD. n.s., non-significant (**d**) Immunoblot using anti-Notch3 (upper panels) and anti-actin (lower panels) antibodies of WM852 and WM852* (+LEC) treated as indicated and subjected to magnetic separation prior to sample preparation. Notch3_FL:_ full length Notch3; NICD3: Notch3 intracellular domain. Panels represent the bands from the same membrane and same exposure time. (**e**) Relative Notch3 and cleaved NICD3 band intensity normalized to actin of two independent experiments performed as in (**d**). Average is shown, error bars represent SD; *: p<0.05. Full size confocal images are available as source data 2.

The potential role of MMP14 for the invasively sprouting 3D growth phenotype of WM852* was analysed by subjecting 3D fibrin-embedded cells to a pan-MMP inhibitor GM6001 (Figure 4—figure supplement 1d) or *MMP14* silencing with two different targeting siRNAs or a non-targeting control siRNA (siCtrl) (Figure 4—figure supplement 1e). Quantification of the relative sprouting index demonstrated that both GM6001 (Figure 4—figure supplement 1d) and siMMP14 treatments (Figure 4b) almost completely abolished the sprouting of LEC primed WM852 in 3D, indicating that the LEC-induced change in the growth phenotype was dependent on MMP14.

Given that the 3D sprouting of WM852* cells was also inhibited by *NOTCH3* silencing, we first assessed MMP14 and Notch3 co-localization in WM852* by IFA. In WM852* (Figure 4c, arrowheads, left panel, and Figure 4—figure supplement 2a upper panels for a close up including the channels for MMP14 and Notch3 stainings), the two proteins were expressed on the plasma membrane with occasional overlap in the cell-cell contacts, while in WM852 no co-distribution was observed (Figure 4c, right panel and Figure 4—figure supplement 2a, bottom panels). Since we and others have previously shown that MMP14 transcription and protein expression are induced by Notch signaling in other cell types (Cheng et al., 2011; Funahashi et al., 2011), we next assessed if MMP14 and Notch3 were co-regulated in WM852*. Depletion of *MMP14* mRNA by 98% significantly reduced the mRNA level of *HEY1* and resulted in a non-significant decrease of *NOTCH3*, but, however, had no effect on *HES1* mRNA (Figure 4d), and reduced Notch3 signal in the WM852* cells (Figure 4e–f), indicative of co-regulation. However, efficient depletion of *NOTCH3* (by 94%) or *HEY1* (by 80%) had no effect on *MMP14* mRNA (Figure 4—figure supplement 2b) or MMP14 protein levels (Figure 4—figure supplement 2c). To study the co-regulation further, we treated the co-cultures of LEC and WM852 with a MMP14 specific inhibitor (NSC 405020), after which the WM852 cells were separated for further analysis. NSC 405020 treatment reduced expression of the full length and active cleaved Notch3 (NICD3) by 42% in the WM852* cells (Figure 4—figure supplement 2d–e). These data further support that MMP14 positively regulates Notch3 expression and activation, thereby contributing to the change in the 3D growth phenotype of the LEC primed WM852.

### Change in the 3D growth of LEC primed melanoma cells is integrin dependent

Our trancriptomic analysis revealed changes in pathways involved in cancer invasion and metastasis including several cell adhesion pathways (Figure 2a–b and Supplemental file 2). 

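The genes that the paper sorted into adhesion and cytoskeleton pathways in its Supplementary file 2 were counted by direction. For WM852*, 34 adherens junction genes were tested and 29 were lower, with 2 called higher and 6 lower. Of 34 gap junction genes 26 were lower, with 0 called higher and 1 lower. Of 75 actin cytoskeleton genes 58 were lower, with 0 called higher and 7 lower. For Bowes*, 16 of 17 adherens junction genes, 9 of 10 gap junction genes and 40 of 45 actin cytoskeleton genes were higher, with 4, 6 and 14 called higher and 0 called lower. Each estimate came from edgeR's quasi-likelihood fit of 3 libraries against 3. The study chose the genes from these libraries.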

We therefore decided to address the role of integrins, one of the major cell-matrix adhesion molecule families, in the LEC induced changes in metastatic melanoma cells. Since several reports support association of β1-integrin expression with melanoma progression and metastasis (Danen et al., 1994; Kato et al., 2012; Natali et al., 1993), we investigated the expression and activation state of β1-integrin in the ±LEC co-cultured WM852, WM165, WM793, and Bowes cell lines using antibodies for the total and active β1-integrin (12G10). Interestingly, WM852* showed a higher signal for the active β1-integrin (Figure 5a and Figure 5—figure supplement 1a), which was further confirmed by staining with another antibody against active β1-integrin, 9EG7 (Figure 5—figure supplement 1b). We also attempted to confirm the integrin activation in WM852* by FACS analysis using antibodies against active β1-integrin (12G10 and 9EG7). However, we did not detect the increase in active β1-integrin levels in the FACS of WM852* (data not shown) perhaps because the activation may either require the constant contact of melanoma cells to LECs or to 3D fibrin, and be sensitive to the cell detachment process. Also WM165* cells displayed an increase in the active β1-integrin signal intensity, which however did not reach statistical significance (Figure 5a and Figure 5—figure supplement 1a). In contrast, no changes in the active β1-integrin levels were observed with the WM793 and Bowes cell lines ± LECs (Figure 5a and Figure 5—figure supplement 1a). When we analysed total β1-integrin by IFA, no detectable differences in distribution or signal intensity in any of the cell lines ± LEC by IFA were found (Figure 5—figure supplement 1c–d). Intriguingly, total β1-integrin, detected by immunoblotting, was decreased markedly in the LEC co-cultured WM852* cells (by 43%), and about 25% (although non-significant) for WM165* and Bowes (Figure 5—figure supplement 1e). In addition, the LEC co-culture altered the proportion of mature β1-integrin in WM852* and WM165* cells since the upper β1-integrin specific band (mature form of the integrin) decreased and a faster migrating, probably representing newly synthesized, immature β1-integrin appeared. Notably, the electrophoretic pattern of β1-integrin was similar in WM852 and WM793 cells before and after the interaction with LEC especially when compared to the pattern in Bowes cells, possibly reflecting differences in the processing and trafficking of β1-integrin. The discrepancy between the IFA and immunoblotting data may be due to different accessability of antibody-epitopes, and the potential shift in integrin processing suggested by the immunblot warrants further investigation in future studies.

**Figure 5.**
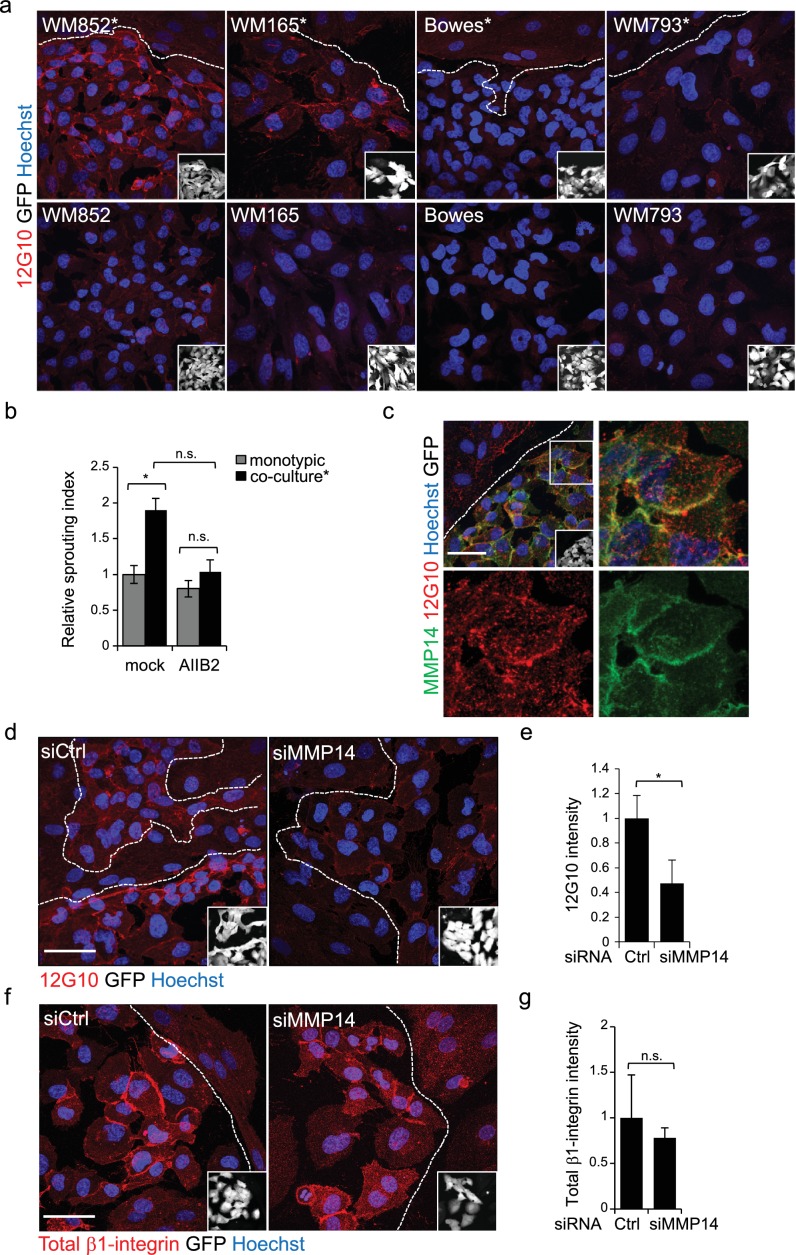
Change in the 3D growth phenotype of the LEC primed melanoma cells is β1-integrin dependent. (**a**) Representative confocal images of active β1-integrin (12G10) staining (red) in the indicated melanoma cell lines (GFP positive cells (white) in the inset) in the presence (*, upper panels) or absence (bottom panels) of LECs. Nuclei were counterstained with Hoechst 33342. The dashed line indicates the LEC-melanoma border. Scale bar = 50 µm. (**b**) Quantification of 3D sprouting index in WM852 and WM852* mock treated or treated with β1-integrin blocking antibody (AIIB2) during the 96 hr fibrin growth assay. Graph shows the average of at least three images per condition per two independent experiments, error bars indicate the SEM; *: p<0.05. n.s., non-significant. (**c**) Representative confocal image of active β1-integrin (12G10, red) and MMP14 (green) staining of WM852* (white cells in the inset). Nuclei were counterstained with Hoechst 33342. The dashed lines indicate the border between LEC and WM852 (white, GFP positive WM852 cells in the inset). The right and bottom panels show an enlargement of the area enclosed within the white square as a merge, Notch3 (red) and MMP14 (green) in separated channels. Scale bar = 50 µm. (**d,f**) Representative confocal images of WM852* treated with the indicated siRNAs for 72 hr and stained for active β1-integrin with 12G10 (d, red), or total β1-integrin with P5D2 (f, red) antibodies. Nuclei were counterstained with Hoechst 33342. The dashed lines indicate the LEC-WM852 borders (white, GFP positive WM852 cells in the inset) border. Scale bar = 50 µm. Quantification of the average 12G10 (**e**) and total β1-integrin (**g**) signal intensity in WM852* (white) cells. Four images/condition were quantified from two independent experiments. More than 100 cells were always analysed per condition; error bars indicate SD. *: p<0.05. n.s., non-significant. Full size confocal images are available as a source data 3.

**Figure 5—figure supplement 1.**
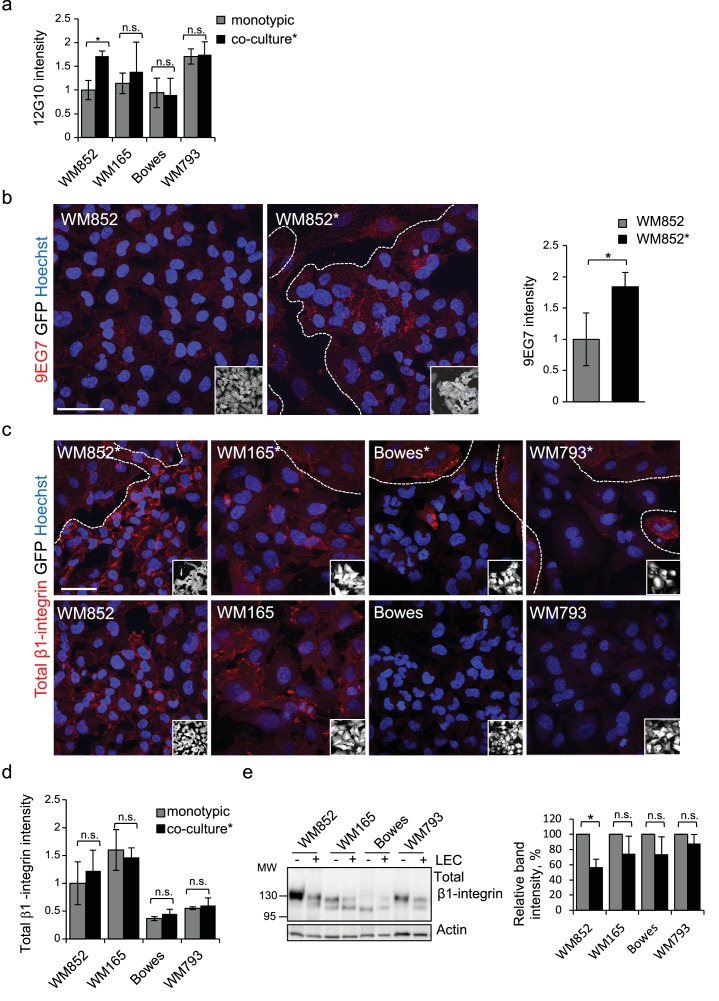
Quantification of active and total β1-integrin in monotypic and LEC-primed melanoma cells. (**a**) Quantification of active β1-integrin (12G10) intensity in the indicated melanoma cell lines from monotypic cultures or after co-culture with LEC (*). Average of the intensity was calculated in four images/condition from two independent experiments. More than 100 cells were always analysed per condition. Error bars indicate SD, *: p<0.05; n.s., non-significant. (**b**) Left and middle panels: representative confocal images of WM852 and WM852* stained with 9EG7 antibody for active β1-integrin (red). Nuclei were counterstained with Hoechst 33342 (blue). Dashed line indicates LEC-melanoma border. Scale bar = 50 µm. Right panel: quantification of 9EG7 intensity in the indicated cell types performed as in (**a**). (**c**) Representative confocal images of β1-integrin staining (red) in the different GFP expressing melanoma cell lines (GFP positive cells white in the inset) cultured in the presence (*, upper panels) or absence (bottom panels) of LECs. Nuclei were counterstained with Hoechst 33342. The dashed line indicates the LEC-melanoma (below the line) border. Scale bar = 50 µm. (**d**) Quantification of total β1-integrin intensity in the indicated melanoma cell lines from monotypic cultures or co-cultured with LEC (*) as described in (**a**). n.s., non-significant (**e**) Left panels: Immunoblot of indicated cell lines derived from monotypic or LEC co-cultures and separated by magnetic separation prior to sample preparation and stained with the indicated antibodies. Right panel: Percentages of β1-integrin intensities normalized to actin from two independent experiments. Error bars indicate SD; *: p<0.05; n.s., non-significant. Full size confocal images are available as a source data 4.

**Figure 5—figure supplement 2.**
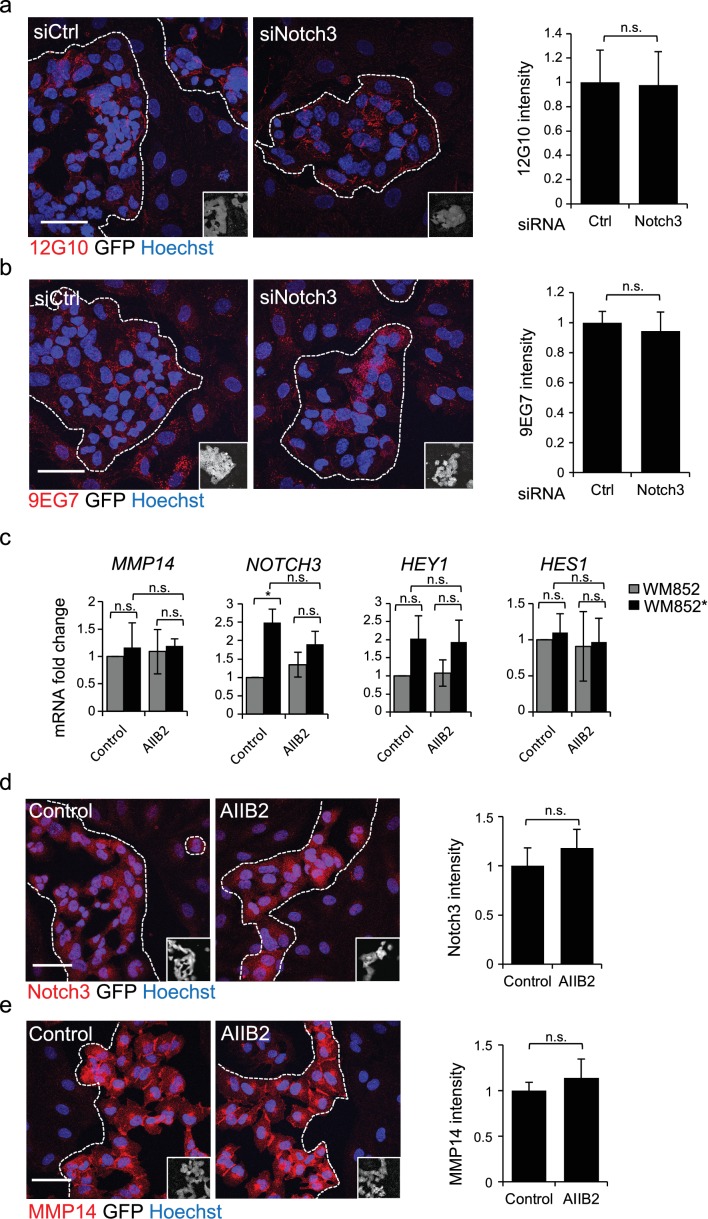
β1-integrin activity does not affect MMP14 and Notch3 expression. (**a, b**) Left and middle panels: representative confocal images of active β1-integrin expression using 12G10 (**a**) and 9EG7 antibodies (red) in WM852* cells treated with indicated siRNAs for 72 hr. Nuclei were counterstained with Hoechst 33342. GFP-expressing melanoma cells are shown white in the inset. The dashed line indicates the LEC-melanoma border. Scale bar = 50 µm. Right panels: Quantification of the average of 12G10 (**a**) and 9EG7 (**b**) signal intensities. Four images/condition were quantified from two independent experiments. More than 100 cells were always analysed per condition; error bars indicate SD. n.s., non-significant. (**c**) mRNA fold change of the indicated targets in WM852 and WM852* following treatment with AIIB2 β1-integrin blocking antibody for 48 hr and magnetic separation. Graphs show the average of two independent experiments, error bars indicate SD; *: p<0.05; n.s., non-significant. (**d,e**) Left and middle panels: Representative confocal images of control and AIIB2 β1-integrin blocking antibody treated WM852* cells stained with Notch3 (d, red), or MMP14 (e, red) antibodies. Nuclei were counterstained with Hoechst 33342. The dashed lines indicate the LEC-WM852 border (white, GFP positive WM852 cells in the inset) border. Scale bar = 50 µm. Right panels: Quantification of the average Notch3 (**d**) and MMP14 (**e**) signal intensity in WM852* (white) cells as described in (**a,b**); error bars indicate SD. n.s., non-significant. Full size confocal images are available as a source data 4.

To test if the LEC-induced integrin activation was contributing to the invasively sprouting 3D growth of WM852* cells, separated cells were subjected to the 96 hr fibrin assay in the presence of a β1-integrin blocking antibody AIIB2. The treatment almost completely abolished the LEC induced change in the growth phenotype of WM852 cells as compared to untreated cells (Figure 5b). This result indicates that also β1-integrin contributes the sprouting growth of WM852* cells.

### MMP14 is the upstream regulator of Notch3 and β1-integrin

MMP14 localization to β1-integrin containing adhesion complexes has been demonstrated during cancer cell invasion process (Woskowicz et al., 2013), (Vuoriluoto et al., 2011). We therefore first addressed the β1-integrin and MMP14 localization in WM852* cells. Both MMP14 and the active β1-integrin localized onto plasma membrane (Figure 5c). Given that MMP14 directly associates with β1-integrin and controls its expression levels in the branching morphogenesis of mammary epithelium (Mori et al., 2013), we decided to assess the role of MMP14 in the integrin activation. *MMP14* silencing in WM852 cells, prior to their co-culture with LECs, significantly reduced β1-integrin activity in WM852* cells (Figure 5d–e). The total β1-integrin was decreased about 20% in WM852* cells but this was not statistically significant (Figure 5f–g). On the other hand, neither *NOTCH3* depletion to 81% reduction in mRNA level altered the β1-integrin activation levels in WM852* (Figure 5—figure supplement 2a–b), nor, vice versa, inhibition of β1-integrin activation by the AIIB2 antibody treatment significantly altered *MMP14*, *NOTCH3* or its downstream targets *HEY1* and *HES1* at mRNA level (Figure 5—figure supplement 2c) or MMP14 and Notch3 protein levels as assessed by IFA (Figure 5—figure supplement 2d–e).

This suggests that the LEC-induced transient, invasively sprouting phenotype of melanoma cells is mediated by activated Notch3 and β1-integrin both dependent on the key upstream regulator MMP14.

### NICD3 ectopic expression is sufficient to induce 3D sprouting in non-metastatic WM793 cells

To further corroborate the role of MMP14 relocalization and activation of Notch3 and β1-integrin in the invasively sprouting phenotype induced by the LEC contact in the metastatic cell lines, we assessed if their expression or activation was able to induce this phenotype in the non-metastatic cell lines. First, we ectopically expressed NICD3, the constitutively active form of Notch3, and MMP14 in WM793 and Bowes cells. 24 hr after transfection the cells were subjected to the fibrin assay using vector-transfected cells as a negative control. Ectopic expression of NICD3 in WM793 induced the sprouting growth phenotype in fibrin resembling the growth phenotype of WM852* and WM165*, while the control WM793 cells continued to grow as sphere-like colonies (Figure 6a). However, ectopic expression of NICD3 in Bowes cells did not change their elongated, single cell invasive growth phenotype (data not shown). This confirms that in WM793, but not in Bowes cells, active Notch3 is sufficient to induce the invasively sprouting growth phenotype typical for the metastatic cell lines after the co-culture with LECs. When WM793 and Bowes cells were transfected with MMP14-expressing plasmid, no change was again seen in the 3D growth phenotype of Bowes cells, but surprisingly, ectopic expression of MMP14 induced cell death in WM793 as soon as 20 hr post-transfection (data not shown).

**Figure 6.**
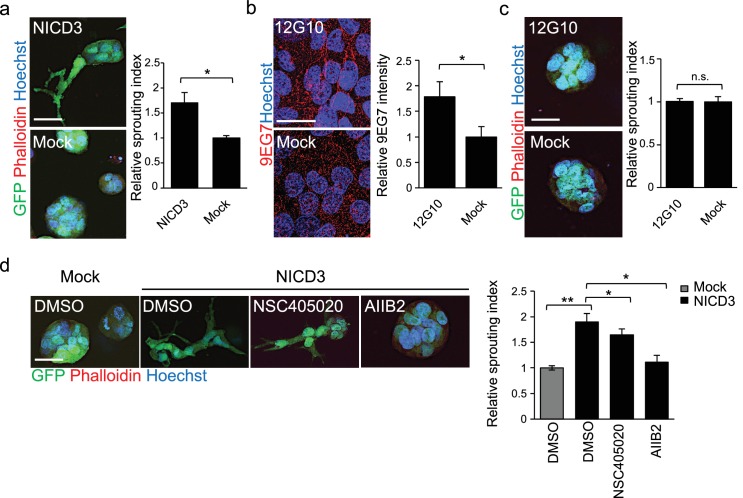
NICD3 overexpression provokes a β1 integrin-dependent 3D sprouting in WM793 cells. (**a**) Representative images (left) and quantification (right) of the 3D fibrin assay of WM793 upon transfection of either a NICD3 expressing vector or a control vector. Scale bar = 50 µm. Four images/condition were quantified from two independent experiments. Graph shows the average of at least three images per condition per two independent experiments, error bars indicate the SEM. *p<0.05. (**b**) Representative images (left) and quantification (right) as in of mock and 12G10 antibody treated WM793 cells. Active β1-integrin was detected with 9EG7 antibody (red). Nuclei were counterstained with Hoechst 33342. Four images/condition were quantified from two independent experiments. More than 100 cells were always analysed per condition; error bars indicate SD. Scale bar 50 µm. *p<0.05. (**c**) Representative images (left) and quantification (right) of 3D fibrin assay as in (**a**) of WM793 treated with 12G10 antibody for four days or mock treated. Scale bar = 50 µm. n.s., non-significant. (**d**) Representative images (left) and quantification (right) of 3D fibrin assay as in (**a**) of WM793 upon transfection of either a NICD3 expressing vector or a control vector (mock) and treated with either DMSO or the indicated inhibitors. Scale bar = 50 µm, *p<0.05; **p<0.01.

To address if β1-integrin activation was sufficient to induce the 3D sprouting phenotype in WM793, we cultured the cells on plates coated with the 12G10 β1-integrin activating antibody for 24 hr, and integrin activation was confirmed by 9EG7 antibody staining (Figure 6b–c). Despite β1-integrin activation no change in the 3D growth phenotype of WM793 in fibrin was observed, thus suggesting that activation of β1-integrin alone is not sufficient to induce the sprouting phenotype.

To further assess if the NICD3-induced sprouting phenotype in WM793 was dependent on MMP14 or β1-integrin activation, we treated the NICD3-transfected cells during the fibrin assay with the MMP14 inhibitor NSC405020 and β1-integrin blocking antibody AIIB2. While the NSC405020 treatment only mildly reduced the NICD3-mediated sprouting phenotype, AIIB2 treatment efficiently abolished it (Figure 6d).

Taken together, these experiments show that constitutive activation of Notch3 by NICD3, but not β1-integrin activation alone, can switch the phenotype of WM793 from a sphere-like to a invasively sprouting growth. Moreover, once Notch3 is constitutively activated, MMP14 inhibition has no additional effect on the sprouting, thus confirming the previous observation that MMP14 acts upstream of Notch3. Although the Notch3 induced phenotype was dependent on active β1-integrin (Figure 6d), Notch3 is not required for integrin activation (Figure 5—figure supplement 2a–b).

### In vivo invasion and dissemination of LEC-primed WM852 cells are dependent on MMP14 and Notch3

Human melanoma cells retain their invasive behaviour when transplanted to zebrafish embryos (Chapman et al., 2014). To further analyse the invasion capabilities of the LEC-primed WM852 cells in vivo, and the involvement of MMP14 and Notch3 in this process, we transplanted siRNA-treated WM852 and WM852* cells into pericardial cavity of zebrafish embryos and analysed the tumors four days later using intravital fluorescence microscopy (Figure 7a and b). In these experiments, LEC priming of WM852 prior to transplantation did not affect the size of primary tumors (Figure 7c), similarly to what was observed in the mouse xenograft studies (Figure 1c). However, co-culture of WM852 cells with LECs did result in reduced circularity of the primary tumor (Figure 7d) indicating increased invasiveness in vivo. It also increased the number of cells that invaded outside the pericardial cavity and disseminated to distant parts in the embryo (Figure 7e). Importantly, depletion of either *MMP14* or *NOTCH3* in WM852* cells by siRNA reduced their invasiveness and dissemination in this model (Figure 7d and e), indicating that the LEC-induced increase in the metastatic behavior of WM852* cells is dependent on MMP14 and Notch3 in vivo.

**Figure 7.**
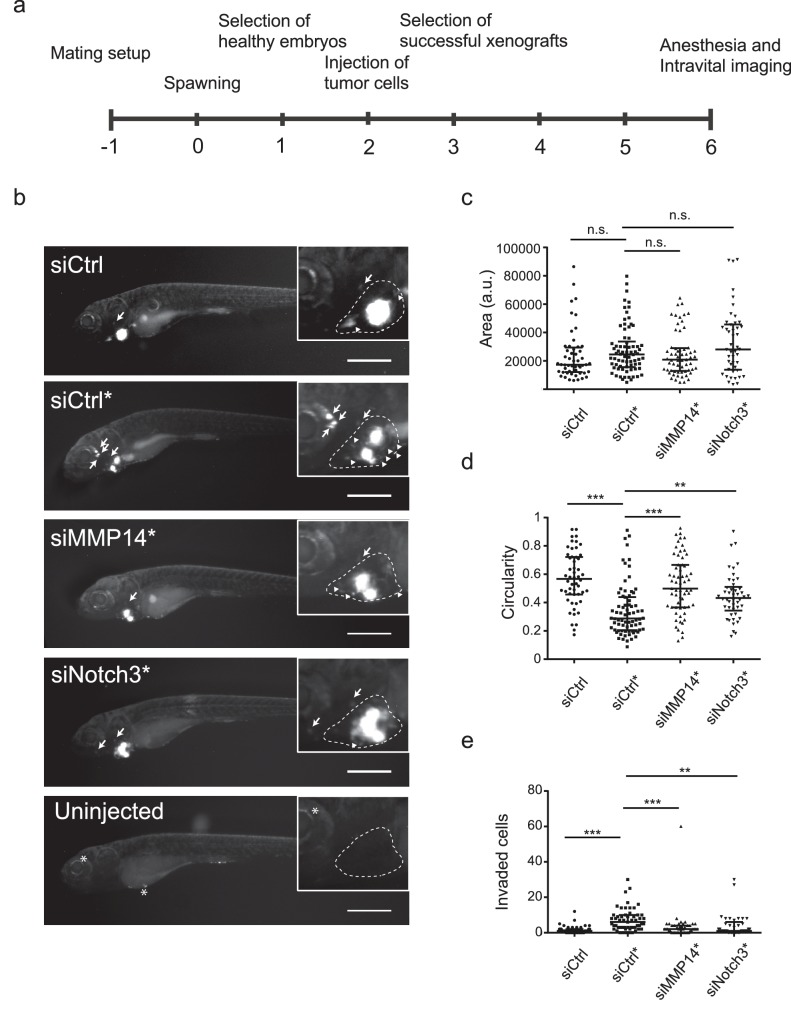
In vivo invasion and dissemination of LEC-primed melanoma cells are dependent on MMP14 and Notch3. (**a**) Time line of zebrafish xenograft experiments. (**b**) Intravital fluorescence microscopy images of six dpf zebrafish embryos taken four days post injection (4 dpi). Fluorescence in GFP channel is shown. Scale bar, 500 µm. Inset shows magnification of the primary tumor. Tumor cells invading outside pericardial space are marked with an arrow, invading cells in pericardial cavity with a triangle and unspecific fluorescence in eye and yolk sac with an asterisk (*). The outline of pericardial cavity is depicted with dashed line. (**c**) Quantification of area of primary tumors at 4 dpi. siCtrl, n = 52; siCtrl*, n = 74; siMMP14*, n = 61; siNotch3*, n = 46. (**d**) Quantification of circularity of primary tumors at 4 dpi. siCTRL, n = 52; siCtrl*, n = 74; siMMP14*, n = 61; siNotch3*, n = 46. (**e**) Quantification of melanoma cells invaded outside pericardial cavity. siCtrl, n = 43; siCtrl*, n = 55; siMMP14*, n = 44; siNotch3*, n = 37. (**c–e**) Non-parametric Kruskal-Wallis test with Dunn´s multiple comparison test was used, and in addition to individual data points, the median and interquartile range has been plotted. n.s., non significant (p>0.05); **p<0.01; ***p<0.001.

## Discussion

Melanoma cells have been shown to be in close contact with the lymphatic vessels in human specimens and often metastasize via the lymphatic system, (Niakosari et al., 2008), implying that the melanoma cell-LEC interactions are common events in human melanomas. In addition, clinical data correlating metastatic spread with lymphatic infiltration suggest that melanoma-LEC interactions could contribute to the tumor progression and metastasis. Here we investigated the consequences of such interactions by coupling unique 2D and 3D LEC-melanoma co-culture models to in vivo mouse tumor model, transcriptome profiling, in vitro functional studies and a zebrafish xenograft/metastasis assay.

In the xenograft mouse model, dissemination of the metastatic WM852 cell line to distant organs was increased by LEC priming. Furthermore, in vitro molecular and functional studies revealed that the direct contact of LECs with metastatic melanoma cell lines triggered changes particularly in the localization of MMP14, an important protease for cancer-cell invasion (Tatti et al., 2015; Turunen et al., 2017), which in turn induced expression and activation of Notch3 and activation of β1-integrin leading to a significant change in the 3D growth phenotype of the melanoma cells. The interaction with LECs did not, however, induce metastasis or change the 3D growth phenotype of non-metastatic Bowes cells. Although Bowes have active MMP14 and an invasive, single cell 3D sprouting phenotype in vitro (Tatti et al., 2011), these intrinsic properties were not sufficient to support distant organ metastatic colonization in vivo. Moreover, ectopic expression of MMP14 or NICD3 did not induce any change in their 3D growth phenotype. Similar to Bowes, LEC priming did not markedly alter the 3D phenotype of another non-metastatic melanoma cell line WM793, that, despite of MMP14 expression (Tatti et al., 2011), continued to grow expansively in 3D as indicated by the sphere-like growth in 3D fibrin. However, these cells switched to the invasively sprouting growth upon introduction of NICD3, and the sprouting was dependent on β1-integrin. Another possible contributor to this change could be theβ1-integrin processing and trafficking, which appears quite different in Bowes as compared to WM793 and WM852. Based on our results, it is plausible that the capacity for expansive growth is a property required for the NICD3 dependent change in the 3D growth. Fittingly, WM852 cells with strong intrinsic capacity to grow expansively, switched to the invasively sprouting growth phenotype after the LEC-mediated transient activation of the MMP14-Notch3-β1-integrin axis, which resulted in increased MMP14 and Notch3 dependent metastasis in vivo. The LEC contact likewise switched the metastatic, expansively growing WM165 cells to invasive sprouting via activation of MMP14-Notch3-β1-integrin axis. Supporting the importance of this signaling axis, neither Bowes nor WM793 responded to the LEC contact by activating these key effectors needed for the metastatic phenotype.

Melanoma cell invasion into the deeper layers of the skin and distant sites is associated with molecular changes such as increased activation of the tissue degrading proteases including the MMPs (Moro et al., 2014; Villanueva and Herlyn, 2008). Our results demonstrate that the LEC contact increased MMP14 on the melanoma cell plasma membrane and cell-cell contacts in the metastatic melanoma cell lines. This was accompanied with an MMP14-dependent increase in Notch3 expression by a yet unidentified mechanism. MMP14 was recently shown to interact with and activate Notch1 at the cell membrane of melanoma cells, which supported melanoma cell growth (Ma et al., 2014). Although Notch receptors 1 and 3 are highly activated in melanoma with clear pro-tumorigenic functions, no Notch-activating mutations have been identified in melanoma. Therefore, the herein identified MMP14 dependent Notch3 upregulation may prove important in metastatic melanoma progression.

Our results also revealed that LEC contact induced β1-integrin activation in the metastatic WM852 and WM165 cells, which was required for the 3D sprouting of WM852* cells. β1-integrin activation was dependent on MMP14 as its depletion by siRNA abolished the β1-integrin activation and slightly, but non-significantly, reduced total β1-integrin protein levels These findings concur with previous studies demonstrating MMP14 incorporation into β1-integrin rich adhesion complexes (Woskowicz et al., 2013) and MMP14 binding to β1-integrin upon mammary branching morphogenesis (Mori et al., 2013) as well as its role in controlling the 3D cell-shape of stem cells through activation of β1-integrin signaling (Tang et al., 2013). Moreover, melanoma metastases express more activated β1-integrin than the primary tumors (Kato et al., 2012). Our current results add to this concept by demonstrating that endothelial cell contact activates integrins in melanoma cells, thus providing a putative mechanism for the contribution of the stromal lymphatic microenvironment to melanoma metastasis.

Negative regulator of β1-integrin, ICAP-1, has been shown to act as a potent inducer of Notch1-signaling by transcriptionally upregulating Notch ligands *DLL1* and *DLL4* and the downstream transcription factors *HEY1, HEY2*, and *HES5* in blood endothelial cells and thereby restrict the sprouting angiogenesis of the ECs (Brütsch et al., 2010). However, as our transcriptomic data of the LEC-primed melanoma cells did not reveal changes in *ICAP-1* expression upon LEC-priming it probably does not play a significant role in the Notch3-dependent invasive sprouting of metastatic melanoma cells. Furthermore, our results indicate that β1-integrin functions downstream of Notch3 in the LEC-primed melanomas.

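ICAP-1 is encoded by ITGB1BP1 (ENSG00000119185, chromosome 2 from 9403475 to 9423528 on the minus strand of GRCh38), which shares 33.2% of its exon bases with ASAP2 on the opposite strand. In WM852 its level was 35.1 ± 7.76 CPM in monotypic culture and 44.3 ± 3.80 CPM in WM852*, with overlapping groups and a log2 fold change of 0.33 (standard error 0.220, edgeR adjusted p = 0.432). With the replicate block the change was 0.36 (edgeR adjusted p = 0.039), and 4 of 17 settings gave an adjusted p under 0.05. Over all 17 the estimate lay between 0.16 and 0.55, and both of these ends came from fits that left out a monotypic library and did not pass. In Bowes the level was 74.5 ± 28.2 CPM in monotypic culture and 61.6 ± 2.66 CPM in Bowes*, with overlapping groups and a log2 fold change of −0.27 (standard error 0.284, edgeR adjusted p = 1). Without monotypic Bowes replicate 2, at 105 CPM, the log2 fold change was 0.05. The difference between the lines was 0.64 (edgeR adjusted p = 0.372).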

Although melanoma cells at the primary tumor site predominantly disseminate through the lymphatic vascular route, the distant organ metastasis requires cells entering blood circulation and colonization in the distant organ tissue. MMP14, Notch3 and β1-integrin are all proteins linked to epithelial-to-mesenchymal transition in carcinoma cell metastasis (Cao et al., 2008; Kato et al., 2012; Liu et al., 2014), supporting the idea that the metastatic WM852* and WM165* melanoma cells have also undergone a transient transition into a more mesenchymally invasive state that can promote hematogenous dissemination. However, since the Bowes cells with high MMP14 levels did not metastasize, MMP14 activity by itself is apparently not enough for efficient distant organ metastasis. In the absence of strong cancer cell-cell interactions, constitutively high MMP14 activity can facilitate single cell invasion, thereby compromising the adhesive and expansive growth potential essential for efficient tissue colonization of the tumor cells. We therefore propose that the capacity for transiently induced 3D invasive sprouting coupled to expansive growth behavior are required for the most aggressive melanoma cells to enter and survive in the blood circulation, as well as to efficiently colonize the distant organs.

Melanoma progression is suggested to be driven by reversible and functional reprogramming of different signaling routes, known as reversible phenotypic plasticity of cell (Vandamme and Berx, 2014). Changes and interactions in the tumor microenvironment are believed to direct this phenotype-switching, but the detailed mechanisms are largely unknown. Our current results support the role of reversible phenotype-switching in melanoma progression and identifies the stromal lymphatic endothelium as one of the key triggers for the process to support both hematogenous dissemination and tissue colonization at the distant organs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Sourcor reference	Identifiers	Additional Information
Danio Rerio casper strain (*roy*-/-; *mitfa*-/-)		PMID: 18371439		
Mus Musculus C.B-17/IcrHanTMHSD		Harlan, Indianapolis, IN, USA		
Human primary juvenile foreskin lymphatic endothelial cells		Promocell, Heidelberg, Germany		
Adult Dermal lymphatic endothelial cells		Lonza,Basel, Switzerland		
WM852		Wistar Institute Philadelphia	RRID:CVCL_6804	
WM165		Wistar Institute Philadelphia	RRID:CVCL_L033	
Bowes		D.B. Rifkin, Rockfeller University	RRID:CVCL_3317	
WM793		Wistar Institute Philadelphia	RRID:CVCL_8787	
HEK293FT		Biomedicum Functional Genomic Unit, University of Helsinki		
siRNA	Notch3 siRNA Notch3 siRNA	Dharmacon, Lafayette, CO Ambion,Waltham, MA	L-011093-00-0005 4392420	
siRNA	MMP14 siRNA	Qiagen,Hilden, Germany	SI03648841; SI00071176	
Transfected construct	NICD3pCLE	AddGene,Cambridge, MA;PMID: 16508304	Plasmid #26894	
Transfected construct	MMP14 Sport6	GenomeBiology UnitUniversity of Helsinki	NA	
Transfected construct	PcDNA3	Invitrogen,Carlsbad, CA	NA	
Antibody	Pecam	DAKO,Santa Clara, CA	M0823	IFA 3D 1:500
Antibody	VE-cadherin	BD Pharmingen, San Jose, CA	553927	IFA 1:1000
Antibody	GFP	Prof. Jason Mercer, UCL, London	NA	IFA 3D 1:1000
Antibody	Notch3	Santa Cruz Biotechnology,Dallas, TX	sc-5593	IFA 1:50 WB 1:250
Antibody	MMP14 EP1264Y	Abcam,Cambridge, UK	51074	IFA 1:100
Antibody	MMP14 (LEM clone)	Chemicom,Waltham, MA	MAB3328	IFA 1:300 FACS 1:100
Antibody	active β1-integrin 12G10	Abcam	30394	IFA 1:300 FACS 1:100
Antibody	active β1-integrin 9EG7	BD Pharmingen	553715	IFA 1:100 FACS 1:100
Antibody	Total β1-integrin	Abcam	52971	WB 1:1000
Antibody	TGN46	Sigma,St. Louis, MO	T7576	IFA 1:500
Antibody	LYVE1	Reliatech,Wolfenbüttel, Germany	103-PA50AG	IHC 1:200
Antibody	Alexa594-phalloidin	Thermo Fisher,Waltham, MA	21833	IFA 3D 1:200
Sequence-based reagents				
CD31 RTqPCR primers (for, rev)	AACAGTGTTGACATGAAGAGCC, TGTAAAACAGCACGTCATCCTT			
CD34 RTqPCR primers (for, rev)	TGGGCATCACTGGCTATTTC, CCACGTGTTGTCTTGCTGAA			
FLT4 RTqPCR primers (for, rev)	GACAGCTACAAATACGAGCATCTG, CTGTCTTGCAGTCGAGCAGAA			
NOTCH1 RTqPCR primers (for, rev)	GAGGCGTGGCAGACTATCATGC, CTTGTACTCCGTCAGCGTGA			
NOTCH2 RTqPCR primers (for, rev)	CCTGGGCTATACTGGGAGCTACTG ,ACACCCTGATAGCCTGGGACAC			
NOTCH4 RTqPCR primers (for, rev)	AATCCCACTGCCTCCAGACT, TTGTGGCAAAGGGAAGAGAC			
HES1 RTqPCR primers (for, rev)	TCAACACGACACCGGATAAA, TCAGCTGGCTCAGACTTTCA			
HEY1 RTqPCR primers (for, rev)	GTTCGGCTCTAGGTTCCATGT, CGTCGGCGCTTCTCAATTATTC			
HEY2 RTqPCR primers (for, rev)	TTGAGAAGACTTGTGCCAACTG, GTGCGTCAAAGTAGCCTTTACC			
MMP14 RTqPCR primers (for, rev)	GCAGAAGTTTTACGGCTTGCAA, CCTTCGAACATTGGCCTTGAT			
ACT RTqPCR primers (for, rev)	TCACCCACACTGTGCCATCTACGA, CAGCGGAACCGCTCATTGCCAATGG			
GAPDH RTqPCR primers (for, rev)	TCACCACCATGGAGAAGGCT, GCCATCCACAGTCTTCTGGG			
Commercial assay or kit	NucleoSpin RNA II kit	Macherey Nagel,Düren, Germany	740955	
Commercial assay or kit	SYBR Green PCR mix	Fermentas, Waltham, MA	4415440	
Commercial assay or kit	QuantiTect Primer Assay NOTCH3	Qiagen	QT00003374	
Commercial assay or kit	dextran coated magnetic nanoparticles extran coated magnetic nanoparticles	fluidMAG-DX, Chemicell, Berlin, Germany	4104–5	
Commercial assay or kit	MidiMACS separator	Miltenyi Biotec,Bergisch Gladbach, Germany	130-042-302	
Commercial assay or kit	LS column	Miltenyi Biotec	130-042-401	
Chemical compound, drug	Lipofectamine RNAiMax	Invitrogen	13778150	
Chemical compound, drug	DAPT	Sigma	D5942	Used at 10 μM
Chemical compound, drug	GM6001	Tocris Biosciences, Bristol, UK	2983/10	Used at 10 μM
Chemical compound, drug	NSC 405020	Selleckchem,Munich, Germany	S8072	Used at 50 μM
Chemical compound, drug	AIIB2	DSHB hybridoma, from Johanna Ivaska	RRID:AB_528306	Used 1:10
Software, algorithm	Bioimage XD (http://www.bioimagexd.net/)	PMID: 22743773	NA	
Software, algorithm	CellProfiler	PMID: 17076895	RRID:SCR_007358	
Software, algorithm	Adobe Photoshop		RRID:SCR_014199	
Software, algorithm	ImageJ		RRID:SCR_003070	
Software, algorithm	Pathview https://pathview.uncc.edu		RRID: SCR_002732	
Software, algorithm	Morpheus https://software.broadinstitute.org/morpheus/		RRID: SCR_014975	

### Cell lines

Human primary juvenile foreskin lymphatic endothelial cells (LEC) were obtained from Promocell, and adult dermal LECs from Lonza. They were cultured in endothelial cell culture media (EBM-2, Lonza) supplemented with the growth factors provided (except VEGF) and 5% fetal calf serum (full media referred as EGM-2). The human melanoma cell lines WM852, WM165 and WM793 (Wistar Institute, Philadephia, PA) and Bowes (a kind gift from Dr. D. B. Rifkin, Rockefeller University, New York, USA), as well as HEK293-FT cells (obtained from Biomedicum Functional Genomics Unit, FuGU) used for lentivirus production were cultured in Dulbecco’s Modified Eagle Medium as previously described (Tatti et al., 2011). In most experiments, the melanoma cells were either traced with Vybrant CFDA SE cell tracer (Invitrogen), or transduced with retroviruses expressing a dual eGFP-luc-reporter as described in (Tatti et al., 2011). The cell lines have been regularly tested negative for mycoplasma. The source of the cell lines is also reported above in the key resources table in Materials and methods

### 3D fibrin assays

To study the interaction of melanoma cells with the LECs in 3D, they were embedded into a cross-linked fibrin (Calbiochem, San Diego, CA) matrix together with preformed LEC spheroids and cultured in the endothelial medium for 72 hr. The assay was adapted from a previously reported angiogenesis assay (Korff and Augustin, 1998) essentially as described in Tatti et al. (2015). To study the invasive potential of the separated melanoma cells after the LEC co-culture, the melanoma cells were embedded into the fibrin matrix as single cells and allowed to grow for four days as described in (Tatti et al., 2011). The melanoma invasion into the EC spheroids as well as to the fibrin matrix was analysed by immunofluorescent stainings, and confocal microscopy.

### 2D co-culture and cell separation

For the 2D co-culture, the LECs were seeded together with the melanoma cells on gelatin or fibronectin (Sigma) pre-coated cell culture plates in a 2:1-4:3 ratio in EGM-2 media. The melanoma cells cultured in EGM-2 showed no signs of compromised cell survival. The co-cultures were grown for 24–72 hr prior further use for immunofluorescent stainings or separations. For the separations, the melanoma cells were loaded with dextran coated magnetic nanoparticles (1 mg/ml, fluidMAG-DX, Chemicell) for 24–48 hr. The nanoparticle-containing melanoma cells were separated from the LECs using the MidiMACS separator and LS column (both from Miltenyi Biotec), after which the cell suspensions were used for functional assays, or lysed for RNA extraction. To study the paracrine effects, the supernatants from melanoma/LEC/co-cultures were collected after 48 hr of culture, filtered, and applied onto the melanoma cells for 48 hr, after which the melanoma cells were analysed by immunofluorescent stainings or qRT-PCR.

### RNA sequencing (RNA-seq)

RNA extraction for the RNA sequencing analysis was done from three independent experiments with a TRI reagent (Sigma) protocol supplemented with phenol-chloroform precipitation step. The RNA concentrations were measured with NanoDrop, and Bioanalyzer (Agilent Technologies, Santa Clara, CA) analysis was performed to check the RNA quality. RNA sequencing was performed with NextSeq500 sequencer (Illumina, San Diego, CA ) as quadruplicates. The data was aligned to HS GRCh38.76 reference genome, and the differentially expressed genes were obtained by using DESeq2 Bioconductor package (Love et al., 2014). Non-expressed genes (average under five counts/sample) and ribosomal RNAs were filtered out. Genes with adjusted p-values less than 0.05 were considered significant. Generally applicable gene set enrichment (GAGE) Bioconductor package was used for pathway analysis, and KEGG pathway maps were rendered with Pathview (https://pathview.uncc.edu). Morpheus (https://software.broadinstitute.org/morpheus/) was used to generate the gene heatmap. Individual gene/transcript expressions are shown as FKPM (fragments per kilobase of exon per million fragments mapped) values. The RNA-Seq data is deposited in NCBI GEO, with accession number GSE100269 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100269).

### Real time quantitative PCR (qRT-PCR)

RNA was isolated using the NucleoSpin RNA II kit (Macherey Nagel) and the transcripts were measured by qRT-PCR as previously described (Cheng et al., 2011). Briefly, the Lightcycler 480 (Roche, Basel, Switzerland) qRT-PCR system was used, and the reactions were done using the SYBR Green PCR mix (Fermentas) and QuantiTect Primer Assay against *NOTCH3* (QT00003374, Qiagen). *GAPDH* or *ACT* were used as endogenous controls.

### RNA interference

Cell monolayers cultured in 96-, 24- or 6-well plates were treated with siRNA according to manufacturers’ instructions. All siRNAs were used at a final concentration of 10–25 nM and cells transfected using lipofectamine RNAiMax (Invitrogen) for 24–72 hr. The following siRNAs were used: unspecific control (Ambion,Waltham, MA4390843; Dharmacon, D-001810-10-05; Qiagen 1027281), Notch3 (Ambion, 4392420; Dharmacon, L-011093-00-0005), MMP14 (Qiagen, SI03648841; SI00071176).

### Inhibitor treatments

Gamma-secretase inhibitor DAPT (Sigma) and pan MMP inhibitor GM6001 (Tocris Biosciences) at 10 µM concentrations, MMP14 hemopexin domain inhibitor NSC 405020 (Selleckchem) at 50 µM and the β1-integrin blocking antibody AIIB2 were applied to the growth medium during the 48 hr LEC-WM852 2D co-cultures and also to the 96 hr 3D fibrin assays when indicated.

### Plasmids and transient transfection

Bowes and WM793 were plated in a 24 well plate one day prior transfection to reach 80–90% confluency next day. Cells were then transfected with 3 μg of one of the following plasmids Sport6-MMP14 (Genome Biology Unit, University of Helsinki), NICD3-pCLE (addGene) or pcDNA3 as control vector using Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA) accoding to manufacturer´s instruction. One day post transfection cells were used for the appropriate experiment.

### Indirect immunofluorescence and imaging

The 2D cultured and 3D fibrin cultured cells as well as adhesion assays were stained as previously described (Cheng et al., 2011) with antibodies against: PECAM (Dako, M0823), VE-cadherin (BD Pharmingen, 553927), GFP (a kind from Prof. Jason Mercer, UCL, London), Notch3 (Santa Cruz, sc-5593), MMP14 (Abcam, 51074), active β1-integrin (12G10, Abcam, 30394; 9EG7, BD Pharmingen, 553715) and total β1-integrin (P5D2, DSHB hybridoma; from Johanna Ivaska). The secondary antibodies conjugated with Alexa488, Alexa594 and Alexa647 fluorochromes were used to visualize the stainings, and Alexa594 conjugated phalloidin (Invitrogen) was used to stain the actin filaments. The nuclei were counterstained with Hoechst 33342. The fluorescent images were acquired using a Zeiss epifluorescent microscopes, Cellinsight automated epifluorescent microscope (Thermo Scientific), and a Zeiss LSM780 or Leica SP5 confocal imaging systems.

### Western blot

Melanoma cells were lysed in RIPA buffer containing protease and phosphatase inhibitor cocktails (Thermo Scientific) and protein concentration was obtained using Bio-Rad protein assay dye reagent concentrate (Bio-Rad, Hercules, CA). Equal amounts of proteins were loaded on 4–15% SDS-PAGE gel (Bio-RAD). SDS PAGE was run at 55mA for 50 min and proteins were transferred on nitrocellulose membrane (Bio-RAD). The blots were blocked for 45 min in 5% non-fat dry milk and probed using rabbit anti-Notch3 (Santa Cruz) or rabbit anti-ITGB1 (Abcam, 553715). Mouse anti-β-actin (Sigma) antibody was used as loading control. Primary antibodies were incubated 1 hr at room temperature followed by incubation in HRP-conjugated secondary antibody for 1 hr at room temperature (goat-anti mouse IgG and goat anti-rabbit IgG, Millipore, Burlington, MA). Bands were detected by chemiluminescence using ECL solution (WesternBright Sirius, Advansta, Menlo Park, CA) and visualized by Chemi-Doc (Bio-Rad).

### Flow cytometry

Cells were detached using hyclone HyQtase (Thermo Fisher), washed once with full medium and once with PBS. Cells were then fixed in 2%PFA for 15 min RT and washed in tyrodes buffer (10 mM Hepes-NaOH pH7.5, 137 mM NaCl, 2,68 mM NaH_2_PO_4_, 1,7 mM MgCl_2_, 11.9 mM NaHCO_3_, 5 mM glucose, 0.1%BSA). Subsequently 1.5 × 10^5^ cells / condition were stained with anti-MMP14 (Chemicon, MAB3328) antibody for 1 hr at 4°C under rotation, washed once in tyrodes buffer and incubated with Alexa647-conjugated secondary antibody for 1 hr at 4°C under rotation. Cells were then washed once in tyrodes buffer and GFP positive (melanoma) cells were analysed for Alexa647 intensity.

### In vivo tumorigenicity and metastasis assay

To study the tumorigenicity and metastatic capacity of the melanoma cells from monotypic cultures or after LEC priming, the GFP-luc reporter containing melanoma cells were first cultured with or without the LECs in the 3D fibrin matrix as described above. After 72 hr of co-culture, the proteinase inhibitor approtinin was removed from the culture media and melanoma cells were allowed to digest the matrix. After 48–72 hr, the cells were collected, and 1 × 10^6^ cells were injected subcutaneously into C.B-17/IcrHanTMHSD-Prkdc Scid mice (Harlan). The mice and tumor size were followed weekly for up to 70 days, after which the tumor volumes and weights were also measured. After the follow-up period, mice were sacrificed, the tumors were collected for further analyses by immunohistochemical stainings, and the metastasis was analysed by measuring the luciferase activity in the isolated organs using the Caliper IVIS Kinetic imaging system. In addition, the metastatic human cells were detected from mouse lung genomic DNA by quantitative PCR (q-PCR) against human Alu sequences, and using mouse genomic DNA as normalization as previously described (Liu et al., 2011).

### Zebrafish xenograft and metastasis assay

A detailed description of the experimental procedure for this assay is provided at Bio-protocol (Paatero et al., 2018). Adult zebrafish (Danio Rerio) of casper strain (*roy-/-; mitfa-/-)* (White et al., 2008) were maintained according to standard procedures (Nuesslein-Volhard and Dahm, 2011; Westerfield and Zon, 2009) and embryos were collected after natural spawning. Experimentation with zebrafish was performed under licence ESAVI/9339/04.10.07/2016. The zebrafish embryos were cultured in E3-medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_) supplemented with 0.2 mM phenylthiourea (PTU, Sigma-Aldrich) at 33°C. Two days post-fertilization, the embryos were anesthesized with MS-222 (200 mg/l, Sigma-Aldrich) and mounted into low-melting point agarose for tumor transplantation. Prior to transplantation, the co-cultured and siRNA-treated WM852-GFP melanoma cells were prepared and separated from LECs as described above. Approximately 5–10 nl of melanoma cell suspension was microinjected into pericardial cavity of the embryo using CellTramVario (Eppendorf), Injectman Ni2 (Eppendorf) micromanipulator and borosilicate glass needles pulled from glass capillaries (TW100-4, World Precision Instruments Ltd., Sarasota, FL) using micropipette puller (PB-7, Narishige, Tokyo, Japan). After transplantation, the embryos were released from the agarose and cultured in E3-PTU at 33°C. On the following day, the successfully xenografed healthy embryos were selected to the experiment and placed into 12-well plates (1 embryo per well). At 6 dpf (4 days post-injection) the embryos were anaesthesized with MS-222 and imaged in lateral orientation with Zeiss StereoLumar V12 fluorescence microscope.

The circularity and area of the primary tumor was measured manually using FIJI software (ImageJ version 1.49 k) (Schindelin et al., 2012). In cases where embryo carried more than one primary tumor, the largest nodule was considered as primary tumor and measured, or in cases where equally sized nodules existed, all of them were measured. The number of invaded cells were counted manually based on GFP-fluorescence. Only invading cells outside the pericardial cavity were counted. Invading cells above the yolk sac or in the lens were not also counted as these sites tend to have prominent autofluorescence. Samples having significant malformations and images where embryo was not laterally oriented were excluded from the analysis. Samples were not blinded for imaging and subsequent analyses.

### Immunohistochemistry

The mouse tumors were stained with antibodies against MMP14 (Chemicon), Lyve-1 (Reliatec) and Notch3 (Santa Cruz) as previously described (Cheng et al., 2011). The antibody stainings were visualized using Alexa594 and Alexa647 fluorochrome conjugated secondary antibodies for MMP14 and LYVE-1 and anti-rabbit HRP and DAB as a substrate for detection of Notch3. The images were acquired with 3DHistech Panoramic 250 FLASH II digital slide scanner or Zeiss LSM780 confocal imaging system.

Notch3 staining was scored as low, medium, or high according to intensity. Scoring was performed by three independent investigators (SA, SG, PMO) without knowledge of the sample origin. Differing scores were discussed and consensus scores were determined.

### Statistical analysis

For quantification of the assay in 3D-fibrin gels, confocal stacks where analysed with the open source software Bioimage XD (http://www.bioimagexd.net/) (Kankaanpää et al., 2012) using the 'skeleton' tool in the 3D modules of the software. Cell clusters were identified by thresholding the intensity of melanoma GFP fluorescence. The skeleton function of Bioimage XD shrunk the 3D object from all directions until a central segment (the skeleton of the object) was obtained. The sum of the length of all the segments within a 3D object were considered as a measure of sprouting of the melanoma cells in 3D. This value was calculated for all objects in each image (typically around 50 objects per image). The mean and SD of all these values from at least three images per condition was given as the final value of sprouting in each experiment.

For quantification of the intensity of fluorescent stainings, mean intensity and respective SD in melanoma (GFP expressing) cells was measured using CellProfiler pipeline. At least four images were quantified in each different condition. Experiments were repeated at least two times, p-values was calculated with a one-tailed unpaired Student’s t-test. *p<0.05, **p<0.01.

For quantification of western blotting, band intensities were measured in two independent experiments using Image Lab quantification program. For each sample, the intensities were first normalized to the corresponding loading control, then the average intensity was calculated. The mean intensity and SD were calculated from two experiments.

For statistical analysis of the qRT-PCR data, logarithmic values were converted to ddCt values (linear log2 scale values) and p-values were calculated with a one-tailed unpaired Student's t test. *p<0.05, **p<0.01, ***p<0.001.

Non-parametric Kruskal-Wallis test with Dunn´s multiple comparison test (GraphPad Prism 6.05, GraphPad Software, La Jolla California USA,) was used in the analyses of zebrafish data. Each condition was compared siCTRL-LEC co-culture. In each graph, median and interquartile range has been plotted. *p<0.05, **p<0.01, ***p<0.001.

## References

[bib1] Alitalo A, Detmar M (2012). Interaction of tumor cells and lymphatic vessels in cancer progression. Oncogene.

[bib2] Brütsch R, Liebler SS, Wüstehube J, Bartol A, Herberich SE, Adam MG, Telzerow A, Augustin HG, Fischer A (2010). Integrin cytoplasmic domain-associated protein-1 attenuates sprouting angiogenesis. Circulation Research.

[bib3] Cabioglu N, Yazici MS, Arun B, Broglio KR, Hortobagyi GN, Price JE, Sahin A (2005). CCR7 and CXCR4 as novel biomarkers predicting axillary lymph node metastasis in T1 breast cancer. Clinical Cancer Research.

[bib4] Cao J, Chiarelli C, Richman O, Zarrabi K, Kozarekar P, Zucker S (2008). Membrane type 1 matrix metalloproteinase induces epithelial-to-mesenchymal transition in prostate cancer. Journal of Biological Chemistry.

[bib5] Chapman A, Fernandez del Ama L, Ferguson J, Kamarashev J, Wellbrock C, Hurlstone A (2014). Heterogeneous tumor subpopulations cooperate to drive invasion. Cell Reports.

[bib6] Cheng F, Pekkonen P, Laurinavicius S, Sugiyama N, Henderson S, Günther T, Rantanen V, Kaivanto E, Aavikko M, Sarek G, Hautaniemi S, Biberfeld P, Aaltonen L, Grundhoff A, Boshoff C, Alitalo K, Lehti K, Ojala PM (2011). KSHV-initiated notch activation leads to membrane-type-1 matrix metalloproteinase-dependent lymphatic endothelial-to-mesenchymal transition. Cell Host & Microbe.

[bib7] Danen EH, Ten Berge PJ, Van Muijen GN, Van 't Hof-Grootenboer AE, Bröcker EB, Ruiter DJ (1994). Emergence of alpha 5 beta 1 fibronectin- and alpha v beta 3 vitronectin-receptor expression in melanocytic tumour progression. Histopathology.

[bib8] Das S, Sarrou E, Podgrabinska S, Cassella M, Mungamuri SK, Feirt N, Gordon R, Nagi CS, Wang Y, Entenberg D, Condeelis J, Skobe M (2013). Tumor cell entry into the lymph node is controlled by CCL1 chemokine expressed by lymph node lymphatic sinuses. The Journal of Experimental Medicine.

[bib9] Funahashi Y, Shawber CJ, Sharma A, Kanamaru E, Choi YK, Kitajewski J (2011). Notch modulates VEGF action in endothelial cells by inducing Matrix Metalloprotease activity. Vascular Cell.

[bib10] Hofmann UB, Westphal JR, Van Muijen GN, Ruiter DJ (2000). Matrix metalloproteinases in human melanoma. Journal of Investigative Dermatology.

[bib11] Howard JD, Moriarty WF, Park J, Riedy K, Panova IP, Chung CH, Suh KY, Levchenko A, Alani RM (2013). Notch signaling mediates melanoma-endothelial cell communication and melanoma cell migration. Pigment Cell & Melanoma Research.

[bib12] Kankaanpää P, Paavolainen L, Tiitta S, Karjalainen M, Päivärinne J, Nieminen J, Marjomäki V, Heino J, White DJ (2012). BioImageXD: an open, general-purpose and high-throughput image-processing platform. Nature Methods.

[bib13] Kato H, Liao Z, Mitsios JV, Wang HY, Deryugina EI, Varner JA, Quigley JP, Shattil SJ (2012). The primacy of β1 integrin activation in the metastatic cascade. PLoS One.

[bib14] Kerjaschki D, Bago-Horvath Z, Rudas M, Sexl V, Schneckenleithner C, Wolbank S, Bartel G, Krieger S, Kalt R, Hantusch B, Keller T, Nagy-Bojarszky K, Huttary N, Raab I, Lackner K, Krautgasser K, Schachner H, Kaserer K, Rezar S, Madlener S, Vonach C, Davidovits A, Nosaka H, Hämmerle M, Viola K, Dolznig H, Schreiber M, Nader A, Mikulits W, Gnant M, Hirakawa S, Detmar M, Alitalo K, Nijman S, Offner F, Maier TJ, Steinhilber D, Krupitza G (2011). Lipoxygenase mediates invasion of intrametastatic lymphatic vessels and propagates lymph node metastasis of human mammary carcinoma xenografts in mouse. Journal of Clinical Investigation.

[bib15] Korff T, Augustin HG (1998). Integration of endothelial cells in multicellular spheroids prevents apoptosis and induces differentiation. The Journal of Cell Biology.

[bib16] Lambert AW, Pattabiraman DR, Weinberg RA (2017). Emerging biological principles of metastasis. Cell.

[bib17] Liu W, Guan M, Hu T, Gu X, Lu Y (2011). Re-expression of AKAP12 inhibits progression and metastasis potential of colorectal carcinoma in vivo and in vitro. PLoS One.

[bib18] Liu L, Chen X, Wang Y, Qu Z, Lu Q, Zhao J, Yan X, Zhang H, Zhou Y (2014). Notch3 is important for TGF-β-induced epithelial-mesenchymal transition in non-small cell lung cancer bone metastasis by regulating ZEB-1. Cancer Gene Therapy.

[bib19] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib20] Ma L, Mao R, Shen K, Zheng Y, Li Y, Liu J, Ni L (2014). Atractylenolide I-mediated Notch pathway inhibition attenuates gastric cancer stem cell traits. Biochemical and Biophysical Research Communications.

[bib21] Meier F, Will S, Ellwanger U, Schlagenhauff B, Schittek B, Rassner G, Garbe C (2002). Metastatic pathways and time courses in the orderly progression of cutaneous melanoma. British Journal of Dermatology.

[bib22] Mori H, Lo AT, Inman JL, Alcaraz J, Ghajar CM, Mott JD, Nelson CM, Chen CS, Zhang H, Bascom JL, Seiki M, Bissell MJ (2013). Transmembrane/cytoplasmic, rather than catalytic, domains of Mmp14 signal to MAPK activation and mammary branching morphogenesis via binding to integrin β1. Development.

[bib23] Moro N, Mauch C, Zigrino P (2014). Metalloproteinases in melanoma. European Journal of Cell Biology.

[bib24] Natali PG, Nicotra MR, Bartolazzi A, Cavaliere R, Bigotti A (1993). Integrin expression in cutaneous malignant melanoma: association of the alpha 3/beta 1 heterodimer with tumor progression. International Journal of Cancer.

[bib25] Niakosari F, Kahn HJ, McCready D, Ghazarian D, Rotstein LE, Marks A, Kiss A, From L (2008). Lymphatic invasion identified by monoclonal antibody D2-40, younger age, and ulceration: predictors of sentinel lymph node involvement in primary cutaneous melanoma. Archives of Dermatology.

[bib26] Nuesslein-Volhard C, Dahm R (2011). Zebrafish: A Practical Approach.

[bib27] Paatero I, Alve S, Gramolelli S, Ivaska J, Ojala P (2018). Zebrafish embryo xenograft and metastasis assay. Bio-Protocol.

[bib28] Piskounova E, Agathocleous M, Murphy MM, Hu Z, Huddlestun SE, Zhao Z, Leitch AM, Johnson TM, DeBerardinis RJ, Morrison SJ (2015). Oxidative stress inhibits distant metastasis by human melanoma cells. Nature.

[bib29] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012). Fiji: an open-source platform for biological-image analysis. Nature Methods.

[bib30] Shields JD, Fleury ME, Yong C, Tomei AA, Randolph GJ, Swartz MA (2007). Autologous chemotaxis as a mechanism of tumor cell homing to lymphatics via interstitial flow and autocrine CCR7 signaling. Cancer Cell.

[bib31] Stine MJ, Wang CJ, Moriarty WF, Ryu B, Cheong R, Westra WH, Levchenko A, Alani RM (2011). Integration of genotypic and phenotypic screening reveals molecular mediators of melanoma-stromal interaction. Cancer Research.

[bib32] Strilic B, Offermanns S (2017). Intravascular survival and extravasation of tumor cells. Cancer Cell.

[bib33] Tang Y, Rowe RG, Botvinick EL, Kurup A, Putnam AJ, Seiki M, Weaver VM, Keller ET, Goldstein S, Dai J, Begun D, Saunders T, Weiss SJ (2013). MT1-MMP-dependent control of skeletal stem cell commitment via a β1-integrin/YAP/TAZ signaling axis. Developmental Cell.

[bib34] Tatti O, Arjama M, Ranki A, Weiss SJ, Keski-Oja J, Lehti K (2011). Membrane-type-3 matrix metalloproteinase (MT3-MMP) functions as a matrix composition-dependent effector of melanoma cell invasion. PLoS One.

[bib35] Tatti O, Gucciardo E, Pekkonen P, Holopainen T, Louhimo R, Repo P, Maliniemi P, Lohi J, Rantanen V, Hautaniemi S, Alitalo K, Ranki A, Ojala PM, Keski-Oja J, Lehti K (2015). MMP16 mediates a proteolytic switch to promote cell-cell adhesion, collagen alignment, and lymphatic invasion in melanoma. Cancer Research.

[bib36] Turunen SP, Tatti-Bugaeva O, Lehti K (2017). Membrane-type matrix metalloproteases as diverse effectors of cancer progression. Biochimica et Biophysica Acta (BBA) - Molecular Cell Research.

[bib37] Vandamme N, Berx G (2014). Melanoma cells revive an embryonic transcriptional network to dictate phenotypic heterogeneity. Frontiers in Oncology.

[bib38] Villanueva J, Herlyn M (2008). Melanoma and the tumor microenvironment. Current Oncology Reports.

[bib39] Vuoriluoto K, Haugen H, Kiviluoto S, Mpindi JP, Nevo J, Gjerdrum C, Tiron C, Lorens JB, Ivaska J (2011). Vimentin regulates EMT induction by Slug and oncogenic H-Ras and migration by governing Axl expression in breast cancer. Oncogene.

[bib40] Westerfield M, Zon L (2009). Essential Zebrafish Methods Cell and Developmental Biology.

[bib41] White RM, Sessa A, Burke C, Bowman T, LeBlanc J, Ceol C, Bourque C, Dovey M, Goessling W, Burns CE, Zon LI (2008). Transparent adult zebrafish as a tool for in vivo transplantation analysis. Cell Stem Cell.

[bib42] Woskowicz AM, Weaver SA, Shitomi Y, Ito N, Itoh Y (2013). MT-LOOP-dependent localization of membrane type I matrix metalloproteinase (MT1-MMP) to the cell adhesion complexes promotes cancer cell invasion. Journal of Biological Chemistry.

How the deposited data were processed for this re-analysis (not part of the article)

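RNA-seq was analysed from 2 melanoma cell lines, WM852 and Bowes, each in monotypic culture and after co-culture with LECs and separation from them (LEC primed, WM852* and Bowes*). There were 4 groups of 3 replicates, 12 libraries in all, with 4 runs per library and 48 samples. Conditions and replicate numbers came from the sample labels and the paper.

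The authors deposited raw read counts per Ensembl gene and run, in one table for each cell line, with no normalization or filtering applied. According to the paper, RNA was extracted with TRI reagent, sequenced on a NextSeq500 and aligned to GRCh38.76. The aligner, the counting program, its use of strand and its handling of reads shared between genes are not named in the paper's text. Every per-sample column of both tables was used. Gene names, positions and types were taken from GENCODE release 44, which is on the same assembly and is a newer annotation than the study's. Of 62757 identifiers in the WM852 table 54837 had a name there, and of 64253 in the Bowes table 56105. Of the tested genes, 15388 of 15587 and 14248 of 14422 had one.

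The runs of each library were compared by a chi-square test across genes with at least 20 counts and then summed, since runs of one library are not independent replicates. The chi-square per degree of freedom lay between 1.08 and 1.19, a small excess over sampling noise that the number of counts makes detectable. Genes typed as ribosomal RNA (44 identifiers in each table) and genes with a mean under 5 counts per run were left out, after the filter the paper states. Total counts per library had a median of 36766780 in monotypic WM852 (26743896 to 42351706), 16988855 in WM852* (13229175 to 29202248), 27601435 in monotypic Bowes (18986109 to 35469769) and 39987647 in Bowes* (26638863 to 41297006). WM852* is thus the group with the fewest counts. A count of 3 or fewer was treated as the detection floor, which covers counting error only, since the paper's text mentions no molecular identifiers.

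The comparisons within each cell line used edgeR 4.0.16 (glmQLFit and glmQLFTest with TMM factors) in R 4.3.3 with Benjamini-Hochberg adjustment, without a block. Genes were called at an adjusted p under 0.05 and a change over 2-fold. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. They are not given for genes fitted at 0 in a group. The difference between the lines was tested as the interaction of cell line and co-culture in one fit of 12 libraries over the genes present in both tables. Of 62657 shared identifiers 15504 passed the filter. Gene sets were tested with camera and fry of limma 3.58.1 on voom values. The 5 sets were hand lists after the KEGG maps (Notch signaling 48 genes, ECM-receptor interaction 87, adherens junction 72, gap junction 89, TGF-β signaling 80), and a list of 36 endothelial markers was tested beside them. Lists of 11 MHC class II and 12 melanocyte lineage genes were written after reading the paper's Supplementary file 1, which the study drew from these libraries. The genes named in the text are those the paper names for its transcriptome, the genes of Figure 2c, and for each line the 5 with the largest fitted rise and the 5 with the largest fitted fall among the genes called whose groups do not overlap. Only 3 genes were called lower in Bowes*, so 3 are named. HES5 was below the filter in both lines.

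The alternatives were DESeq2 1.42.0 on the summed counts, DESeq2 with each run as a replicate and shrunken fold changes, edgeR with each run as a replicate, RLE and upper-quartile factors, no filter, a mean of at least 50 counts per run, the replicate number as a block, a joint fit of both lines, and leaving out each library in turn. The fits that left out a library had no block. All of these alternatives were set before the data were examined. Removing length and GC trends in the blocked fit, thinning the libraries to the smallest total, estimating the correlation in camera and testing the gene sets on the difference between the lines were added after the data had been seen. So was a fit of WM852 without the block and with both trends removed.

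WM852 libraries with the same number deviated from their group means together, with correlations across genes of 0.70, 0.25 and 0.729 for replicates 1, 2 and 3. Every one of the 3 was above 0.1, so the numbers were taken to pair these libraries, and blocked values are printed beside WM852 results where they change a call or a count by over 1.5 times. The pairing comes from these values and the shared numbers in the labels. The paper says only that the experiments were independent.

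The code was tested on counts simulated from the real means and library sizes with known changes of 2 on the log2 scale. In WM852, edgeR recovered 70.6% of 197 changed genes among 15130, with 10 unchanged genes called. In Bowes it recovered 98.9% of 186 among 14261, with 20 unchanged genes called. With the block, 60.9% were recovered in WM852. The simulated libraries carried no replicate effect, so this value does not show how the block performs on paired libraries. The interaction fit recovered 65.1% of 338 changed genes among 12779. A simulated rise in a set of 50 genes gave a camera p of 3.29e-31 in WM852 and an unchanged set 0.665.

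The paper's GAGE analysis, FPKM values and qRT-PCR measurements were not repeated here. The focal adhesion, tight junction and actin cytoskeleton pathways were not analysed here as sets, only as the gene lists of Supplementary file 2.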

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

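In this part, the set test of the difference between the cell lines, the lists of MHC class II and melanocyte genes, and the test of WM852 genes without WM852* replicate 1 were chosen only after results had been seen.

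The response to LECs differed between the cell lines for 558 of 15504 genes (edgeR interaction test, adjusted p under 0.05), 134 with the greater log2 fold change in WM852 and 424 with the smaller. It was 2826 with the replicate block (1186 and 1640). The balance was 891 and 780 without a filter, 477 and 557 with DESeq2, and 362 and 369 without WM852* replicate 2, so the larger share of smaller changes in WM852 depends on these choices. In 100 splits drawn at random within each line, the real one included, 1 gave as many genes, and the next highest number was 458. The splits that shuffled WM852 and left the Bowes groups as they are gave 243 to 458 genes, and the others at most 53. They remove the response of a line along with any difference between the lines, so they do not show how many genes would be called if both lines responded alike, and such an equal response was not tested as a whole. The number lay between 354 and 911 when each library was left out, lowest without Bowes* replicate 3 (354) and highest without monotypic Bowes replicate 1 (911). LEC RNA left with the separated cells may account for part of the genes with the smaller change in WM852. Of the genes that were called higher in Bowes* and undetected in both monotypic lines, 66.7% were also detected in every WM852* library. Of all genes undetected in both monotypic lines and detected in every Bowes* library, called or not, only 30.3% were. Over the 31 of these with at least 60 counts it was 90.3%, since low counts keep many others at the floor. A response that differs between a metastatic and a non-metastatic line stays open and was not separated from that explanation.

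The medians of all 6 gene lists also differed between the lines, with the smaller value in WM852. The difference was −0.32 for Notch signaling (45 genes, camera adjusted p = 0.00543), −0.30 for ECM-receptor interaction (65 genes, 0.00592), −0.58 for adherens junction (64 genes, 4.15e-07), −0.34 for gap junction (72 genes, 0.00802), −0.12 for TGF-β signaling (63 genes, 0.018) and −2.94 for the endothelial markers (34 genes, 4.04e-10). Over genes with a mean of at least 50 counts per run, the TGF-β difference was 0.0039 and the Notch difference −0.19 (camera adjusted p = 0.197 and 0.106). These tests rest on a preset correlation between genes. In the tests within a line, other splits of the 6 libraries matched the number of sets called: 5 of 10 splits in WM852 gave 3 or more sets, and 3 of 10 in Bowes gave 5 or more, the real one included. Of the 4 WM852 splits that part all 3 pairs of same-numbered libraries, 1 (the real one) gave as many. Chance is therefore not excluded for the number of sets within a line, and the difference between the lines was not put through splits.

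Among the named genes, NOTCH1 differed by −1.78 (standard error 0.455, edgeR adjusted p = 0.0474). It fell in all 3 WM852* libraries and overlapped in Bowes, where its change was 0.50. The difference passed in 2 of the 12 fits that left out a library. COL4A1 differed by −1.72 (0.0234), FN1 by −5.17 (0.000309), ITGA3 by −5.83 (1.81e-05) and ITGA5 by −5.46 (0.000134). These 4 rose in all 3 Bowes* libraries. FN1, ITGA3 and ITGA5 were far lower in monotypic Bowes (1.75, 0.380 and 3.02 CPM) than in monotypic WM852 (1400, 1030 and 408 CPM). In WM852 an added amount of the Bowes* size would lie within the spread for FN1 and ITGA3. For ITGA5 it would not (125 CPM in Bowes* against an SD of 46.8 in monotypic WM852). Genes undetected in both monotypic lines had a median ratio of WM852* to Bowes* level of 0.362. A smaller added amount of ITGA5 in WM852* is therefore not excluded. PECAM1, PROX1 and DLL4 differed by −5.41 (0.000193), −8.28 (8.56e-05) and −6.14 (0.00234), all edgeR adjusted p. They were not detected in monotypic Bowes, so these fitted differences depend on the prior count of 2 and are not bounds. The rise in Bowes* was at least 385-fold for PECAM1, 51.8-fold for PROX1 and 17.3-fold for DLL4. LEC RNA may contribute to the Bowes* levels of these genes. Of the 66.7%, 30.3% and 90.3% given above, the 30.3% is held down by low counts. LEC RNA was not tested gene by gene. A response of Bowes cells stays open.

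MHC class II genes, which the paper does not discuss, fell in WM852*. Of 11 tested, 10 were lower, 9 lower in all 3 libraries and 8 called lower by edgeR, with a median log2 fold change of −1.73. CD74 fell from 642 ± 84.6 to 145 ± 15.0 CPM (log2 fold change −2.15, edgeR adjusted p = 0.00663, lower in all 3 libraries), and the transactivator CIITA from 45.2 ± 4.19 to 10.2 ± 1.26 CPM (−2.15, edgeR adjusted p = 0.00547, lower in all 3). Of the 11, 7 are in the paper's table of changed genes. Without WM852* replicate 2, 0 were called (median −1.55), and without monotypic replicate 2, 1 was called (median −1.99). These fits had no replicate block, so they cannot tell the weight of a library from a pairing left out of the fit. With all libraries and the block, 8 were called. The direction did not rest on these libraries. A smaller share of WM852 RNA in the co-culture libraries would lower all genes that only WM852 expresses, but the 1030 genes tested in WM852 and undetected in every Bowes library had a median change of 0.61. This was 1.41 over 173 genes with a mean of at least 50 counts per run, and 0.43 over 888 genes without WM852* replicate 1. Of these 1030, 173 and 888 genes, 292, 45 and 310 were lower. The filter is on the mean over both groups and favours genes that rise, so these medians may be too high. They argue against that explanation as the whole cause without excluding it. Library size is excluded, since 8 of the 8 genes were still called after thinning the libraries to the smallest total. With length and GC trends removed in the blocked fit, 8 were called (median −1.65). Reads shared within the HLA family were not tested, and CIITA and CD74 lie outside that family. Lower expression in WM852 cells after LEC contact stays open as a hypothesis. In Bowes, 3 of the list were tested and 0 called (median −0.03), with 0 passing the adjusted threshold.

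The melanocyte lineage list had a median log2 fold change of −0.56 in WM852* over 6 tested genes, 4 lower and 2 called. SOX10 fell from 166 ± 11.3 to 30.7 ± 7.53 CPM (log2 fold change −2.44, edgeR adjusted p = 0.007) and ERBB3 from 76.4 ± 12.9 to 13.4 ± 2.53 CPM (−2.52, edgeR adjusted p = 0.00663), both lower in all 3 libraries. PMEL and EDNRB had higher estimates. Without a filter, 12 genes entered and the median was 0.83, so the list as a whole has no single direction. Without WM852* replicate 2, 0 were called, and without monotypic replicate 2, 1 was, in fits that had no block. With all libraries and the block, 2 were called. The same median of 0.61 over genes that only WM852 expresses argues against a smaller share of WM852 RNA as the cause of the falls. A change in WM852 cells stays open as a hypothesis for SOX10 and ERBB3. In Bowes, 6 were tested and 0 called (median −0.37).

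WM852* replicate 1 had more than 3 counts on 12870 genes that no other library detected above that level, against at most 185 such genes in any other library. It had a count on 50774 genes. Sequencing depth is excluded as the cause, because with all WM852 libraries thinned to the smallest total it had 46889 genes with a count and the next library 28942, a ratio of 1.62. Across genes with at most 3 counts in each other library, its counts followed transcript length with a Spearman rho of 0.593, which genomic DNA in the library could give. Only 77.9% of those 32348 genes had a length, below the 80% required, so that test is void and genomic DNA cannot be told apart from other sources for these genes. No biological explanation was tested. Without this library, 117 genes were called higher and 56 lower in WM852*.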

How the results depend on the processing

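Length and GC correction, thinning, the estimated correlation and the set test between the lines were added after the data had been seen. For the changes below the cause was not tested, unless one is named.

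The number of genes called in WM852* moved with most choices. DESeq2 on the summed counts gave 470 higher and 381 lower, DESeq2 with each run as a replicate 1292 and 422, and edgeR with each run as a replicate 1413 and 576. Treating runs as replicates multiplies the libraries without new cultures. No filter gave 2005 and 722, a mean of at least 50 counts per run 68 and 156 (fewer genes tested), RLE factors 182 and 180, and upper-quartile factors 216 and 148. The joint fit of both lines gave 542 and 308, the replicate block 965 and 539, the block with length and GC trends removed 1099 and 275, and thinned libraries 124 and 184. Across the 6 fits that each left out one library, the number higher went from 8 (without WM852* replicate 2) to 117 (without WM852* replicate 1) and the number lower from 0 (without WM852* replicate 2) to 88. These fits have fewer samples and no block. Upper-quartile factors moved the median log2 fold change of all WM852 genes from −0.03 to 0.12, which goes with the shift of calls toward higher genes. No other split of the 6 libraries called any gene (1 of 10 splits gave as many, in WM852 and in Bowes alike), and with 3 against 3 the share cannot be lower than 1 of 10.

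In Bowes* the number called higher stayed within 1.5 times of 576, except without a filter (907) and with a mean of at least 50 counts per run (175). The number called lower, 3, was 25 with DESeq2, 54 with DESeq2 on runs, 90 with edgeR on runs, 9 with upper-quartile factors, 90 without a filter, 0 with the stricter filter, 1 in the joint fit and 31 with the block and trends removed. With each library left out, 410 to 674 were higher and 0 to 115 lower. Same-numbered Bowes libraries had correlations of 0.507, 0.442 and −0.234, so by the rule used for WM852 the numbers were not taken to pair them. The negative value does not show that the experiments were unpaired. The replicate block gave 660 higher and 73 lower there, and called all 532 genes that the paper lists as upregulated in Bowes* and all 14 that it lists as downregulated.

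The number of genes whose response differs was 1671 without a filter, 299 with the stricter filter, 2826 with the replicate block, 1034 with DESeq2 and 354 to 911 with each library left out. The genes with the greater and the smaller change in WM852, 134 and 424, were 165 and 374 with RLE factors, 891 and 780 without a filter, 95 and 204 with the stricter filter, 1186 and 1640 with the block and 477 and 557 with DESeq2. Without WM852* replicate 2 they were 362 and 369. Higher in both lines were 152 genes with the block, against 93. Under the block the differences of NOTCH3 (1.06, 0.025) and HEY1 (1.37, 0.00476) passed.

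Of the gene sets in WM852*, ECM-receptor interaction lost its camera call with RLE factors (median 0.31, adjusted p = 0.0565), upper-quartile factors (0.39, 0.0906), the replicate block (0.21, 0.0795), without members on the endothelial list (0.21, 0.0769), under fry (0.24, 0.381) and with the estimated correlation (0.24, 0.582). Its median was −0.0679 (0.414) with the stricter filter, and between −0.201 (without WM852* replicate 1) and 0.388 with each library left out. Of those 6 fits, 3 changed the call or the direction. Without a filter camera called the set lower relative to the other genes (0.00674), while its own median was 0.36, so this call has the opposite direction. Notch signaling passed under fry (−0.21, 0.025) and without a filter (−0.23, 1.89e-08). Gap junction passed under fry (−0.22, 0.032), without a filter (−0.0840, 4.04e-08), with the block (−0.266, 0.0473) and in 2 of 6 fits that left out a library, with medians of −0.327 to −0.0935. TGF-β signaling was called lower relative to the other genes without a filter (0.00235), although its median of 0.135 was positive, with medians of −0.0385 to 0.269 as libraries were left out. It was negative without monotypic replicate 3 and without WM852* replicate 1. Under the estimated correlation adherens junction (−0.31, 0.252) and the endothelial list (4.72, 0.0829) lost their calls.

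In Bowes*, Notch signaling lost its camera call under fry (0.0880, 0.0816), with the stricter filter (0.0456, 0.529), with the estimated correlation (0.0880, 0.387) and in 3 of 6 fits that left out a library, with medians of 0.0455 to 0.186. Gap junction passed under fry (0.0606, 0.032), without a filter (0.102, 0.000182) and with the block (0.0476, 0.0436), with medians of −0.001065 (without monotypic replicate 2) to 0.116 as libraries were left out, 2 of these 6 fits passing. The estimated correlation removed the calls of ECM-receptor interaction (0.34, 0.0781), adherens junction (0.20, 0.196) and TGF-β signaling (0.19, 0.0781), and kept that of the endothelial list (0.0429). In the set test between the lines, the Notch difference was −0.19 (0.106) and that of TGF-β signaling 0.0039 (0.197) with the stricter filter. With each library left out, the ECM-receptor difference lay between −0.60 and −0.107 (without monotypic WM852 replicate 1, its 1 loss of the call) and that of TGF-β signaling between −0.26 and −0.0299, with 2 of 12 fits losing the call. Among named WM852 genes the block changed no call at the 2-fold threshold. The calls of the sets and settings not named here kept their direction and their side of the threshold.

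Some named genes near 0 changed sign, none of them with an adjusted p under 0.05. In WM852*, ITGB1 was 0.0643 with upper-quartile factors and 0.0130 with the stricter filter. With the block and trends removed, MMP14 was 0.0585, COL4A2 0.118, LAMB1 0.00422 and ITGA5 0.0797, and in Bowes* ITGA6 was −0.126. HEY2 in Bowes* was 0.00613 without a filter. The difference between the lines was 0.0741 for MMP14 with the stricter filter and 0.119 for DLL1 with the block. With each library left out, the estimates in WM852* ranged from −0.15 to 0.53 for HES1, −0.41 to 0.28 for ITGB1, −0.41 to 0.14 for LAMB1, −0.41 to 0.0817 for LAMC1 and −0.29 to 0.0168 for ITGA5. In Bowes* they ranged from −0.47 to 0.56 for NOTCH3, −0.0880 to 0.49 for HEY1, −0.22 to 0.0937 for HEY2, −0.50 to 0.0521 for ITGB1BP1, −0.29 to 0.31 for ITGA6 and −0.75 to 0.0267 for ITGAE. The differences between the lines ranged from −0.52 to 0.17 for DLL1, −0.20 to 0.0911 for MMP14 and −0.72 to 0.0906 for ITGB8. Over the other values of the named genes, 122 passed the threshold where the reported fit did not, 77 lost it, and 1670 kept both direction and side. Of the 77, 68 came from leaving out a library. Without WM852* replicate 2, 15 of the 17 named WM852 genes under the adjusted threshold lost it, and without monotypic replicate 2, 11 did. Of the 21 named Bowes genes, 17 kept it in every such fit.

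WM852* had the lowest depth, 13229175 counts in its smallest library. Thinning every WM852 library to that total changed the calls from 166 and 227 to 124 and 184, so part of the calls depends on depth. In the self-test, made at the full library sizes and not the thinned ones, edgeR recovered 70.6% of genes changed 4-fold in WM852.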

Differences from the paper's values

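Each pair below sets a value from the deposited counts beside the paper's. For log2 fold changes, the larger of the paper's standard error and that of the fit was used to decide whether the values differ. The paper's fold changes come from DESeq2 and are smaller in size for genes with few counts, as shrunken estimates are, so the setting with shrunken fold changes is closest to them in scale.

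The paper counts 663 genes higher in WM852*, against 166 here. Of the alternatives set before the data were examined, DESeq2 on the summed counts (470), the replicate block (965) and the joint fit of both lines (542) came within 1.5 times of the paper's number, and the others did not. The paper counts 347 genes lower in WM852*, against 227 here. DESeq2 on the summed counts (381), DESeq2 with each run as a replicate (422) and the joint fit (308) came within 1.5 times, and the others did not. The paper counts 14 genes lower in Bowes*, against 3 here, and none of those alternatives came within 1.5 times. DESeq2 on the summed counts gave 25 and upper-quartile factors 9.

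In WM852*, the log2 fold change of PECAM1 was 5.25 against the paper's 4.82. It fell within the error with DESeq2 on runs (4.97), edgeR on runs (5.17), no filter (5.16), without monotypic replicate 3 (5.14) and without WM852* replicate 2 (5.08), and not with the others. ALDH1A1 was 8.44 against the paper's 5.93, and only DESeq2 on runs with shrunken fold changes (6.54) closed the gap. SOX8 was −3.09 against the paper's −2.76. DESeq2 on the summed counts (−3.03) and on runs (−2.80), edgeR on runs (−3.00), RLE (−3.04) and upper-quartile factors (−2.95), the stricter filter (−2.96), the block (−3.03), the joint fit (−3.04), and leaving out monotypic replicate 3 (−2.94) or WM852* replicates 2 (−2.89) or 3 (−2.98) came within the error. For genes not detected in monotypic WM852, the lower bounds of the log2 fold change exceeded the paper's values: CD34 6.05 against the paper's 5.31, FLT4 5.03 against 4.16, FABP4 6.98 against 5.9, MMRN1 8.69 against 7.13, GJA4 5.78 against 4.57 and PDPN 5.56 against 4.6. No alternative was computed for a bound.

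In Bowes*, the log2 fold change of CD34 was 7.13 against the paper's 5.08, FN1 5.88 against 4.18, ITGA3 5.43 against 3.46 and ITGA5 5.36 against 3.72, and none of the alternatives set before the data were examined closed these gaps. RELN was 4.05 against the paper's 3.5, closed with DESeq2 on runs (3.69) alone. ITGB3 was 2.19 against the paper's 1.77, closed with DESeq2 on runs (1.93), upper-quartile factors (2.13), and without monotypic replicates 2 (2.13) or 3 (1.85) or Bowes* replicates 1 (2.08) or 3 (2.10). SNORA71D was −2.23 against the paper's −1.22, closed with DESeq2 on runs (−1.50), the replicate block (−1.79) and without monotypic replicate 2 (−0.92). Lower bounds exceeded the paper's values for DLL4 (4.11 against 2.35), PECAM1 (8.59 against 6.11), PROX1 (5.70 against 3.26), FLT4 (7.83 against 3.35), CCL2 (9.91 against 5.98), PDPN (9.40 against 5.33), CD93 (8.25 against 5.06), S1PR1 (8.18 against 4.89) and ALDH1A1 (10.2 against 7.26), the second value of each pair being the paper's.

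The paper lists NOTCH3 among the genes upregulated in WM852*. Here its log2 fold change of 0.96 had an edgeR adjusted p of 0.0747 and was just under 2-fold. DESeq2 on the summed counts (1.02, DESeq2 adjusted p = 0.00176), DESeq2 with each run as a replicate (1.015, 1.33e-27), upper-quartile factors in edgeR (1.11, 0.0435) and, chosen after the values were seen, the block with length and GC trends removed (1.35, 0.000402) called it. The replicate block (0.96, 0.00379) and edgeR on runs (0.96, 7.09e-09) passed the adjusted threshold below 2-fold. The paper shows ICAP-1 as unchanged. ITGB1BP1 passed in WM852* with the block, on runs with DESeq2 and edgeR, and in the block with trends removed, with estimates of at most 0.40 in those fits.

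Figure 2a shows adherens junction, Notch signaling and gap junction raised in WM852*. Here their medians were −0.31, −0.21 and −0.22, and no setting gave a positive median. Figure 2a shows ECM-receptor interaction lowered in WM852*, and its median was 0.24. It was −0.07 with the stricter filter and −0.20 without WM852* replicate 1, without passing in either. Without a filter camera called the set lower relative to the other genes (adjusted p = 0.00674), which is the paper's direction, while its median was 0.36. In the paper's own Supplementary file 2, as in these counts, most genes it sorted to that pathway for WM852* were higher (12 of 17 there). The paper names ECM-receptor interaction as the pathway that differed most between the lines. Here the median difference was −0.30 for it and −0.58 for adherens junction. With the stricter filter ECM-receptor interaction had the larger one, −0.51 against −0.45.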

Other observations

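The tests of endothelial genes undetected in both monotypic lines, of NOTCH3 and of HEY1, the reading of the last pair at the edge of the window, and the fit without the block with trends removed were chosen only after the results were seen. The reading over deeper genes was set afterwards but before its values were known.

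One hypothesis is that RNA from LECs that stayed with the separated melanoma cells contributes to both co-culture groups. Of 28 endothelial markers tested in WM852, 28 were higher in WM852* and 22 were called higher by edgeR (median log2 fold change 4.76 with undetected genes at their bound, 25 higher in all 3 libraries). In Bowes, 35 of 35 were called higher (median at the bound 6.21). Among these tested markers, 7 were undetected in monotypic WM852 and 21 in monotypic Bowes, and 25 and 34 are in the paper's table of changed genes. VWF stood at 52.0 ± 18.4 CPM in WM852*, MMRN1 at 43.1 CPM in WM852* and 86.3 in Bowes*, and FABP4 at 13.2 and 61.0. Among 155 genes undetected in both monotypic lines and detected in every Bowes* library, 82.6% had a ratio of WM852* to Bowes* level within 4-fold of the median ratio of 0.362. Only 30.3% of them were above the floor in every WM852* library. Over the 31 genes with at least 60 counts, 90.3% were above the floor and 96.8% within 4-fold of a median of 0.216. Low counts keep many genes at the floor, so the 30.3% does not count against LEC RNA. Across the 155 genes, WM852* and Bowes* levels went together (Spearman rho 0.715, and 0.827 over the 31). By qRT-PCR the paper found little LEC marker expression left in WM852* and a slightly less efficient separation of Bowes*. Induction of the same genes in both melanoma lines could give such levels too, so LEC RNA cannot be told apart from it for this set. No library of LECs alone was analysed here.

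Genes called higher were set against the same explanation. Of 166 genes called higher in WM852*, 97 (58.4%, or 55.4% with the median ratio of the deeper genes) rose by no more than 4 times the rise in Bowes* scaled by the median ratio, and 69 rose beyond it. Of 60 genes that were called higher in Bowes* and undetected in both monotypic lines, 40 (66.7%) were detected in every WM852* library. Both shares are what RNA from LECs that stayed with the cells would give, in tests that could have come out below 50%, though induction of the same genes in both lines would give them too and the second falls to the 30.3% above when genes that were not called are included. Added RNA would raise genes without lowering any, as in the 576 against 3 calls of Bowes*. The 3 was 73 with the replicate block and lay between 0 and 115 when each library was left out. In WM852*, 166 genes were higher and 227 lower, and added RNA alone would not give the lower ones. LEC RNA may lie behind a part of the rises in both lines, and the 69 genes beyond the window stay open, since 82.6% and not all of the genes undetected in both monotypic lines lay within the same window.

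For NOTCH3 the values argue against LEC RNA as the whole cause, if LECs from both co-cultures hold the same transcripts. At the median ratio, the rise of 45.7 CPM of NOTCH3 in WM852* would need a rise of 126 CPM in Bowes* (211 with the ratio of the deeper genes), and 31.5 CPM at 4 times that ratio. The change in Bowes* was −1.66 CPM with a spread of 11.9. A rise within WM852 cells stays open as a hypothesis, and NOTCH3 itself did not pass edgeR's adjusted threshold (0.0747). For HEY1, a rise of 7.37 CPM would need 20.3 CPM (34.1) at the median ratio and 5.09 CPM at 4 times it, and the change was 2.49 CPM with a spread of 9.43. The last value lies within the spread, so for HEY1 LEC RNA cannot be told apart from a rise within WM852 cells.

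WM852 libraries 1 and 3 deviated in opposite directions in both groups. Across 15388 genes, the difference between replicates 1 and 3 followed GC content (Spearman rho −0.57 in monotypic WM852 and −0.53 in WM852*, where genes are not independent replicates) and transcript length (0.52 and 0.46). A GC or length bias shared by libraries prepared together is a candidate explanation of the pairing, and no preparation batch is named in the paper. A fit without the block, with these trends removed library by library, argues against such a bias as the whole reason that the blocked fit calls more genes. It gave 643 called genes (431 higher, 212 lower), of which 546 were also called with the block, against 1504 with the block and 393 without either. Part of the difference, and a bias that these trends do not capture, stay open. Removing the trends in the blocked fit (1374 genes, 1173 of them shared with the 1504) cannot decide this, because the block already takes up a bias that same-numbered libraries share.

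The paper measured several genes by qRT-PCR. In the RNA-seq counts, HES1 in Bowes rose from 46.0 ± 2.97 to 78.2 ± 18.7 CPM, higher in all 3 Bowes* libraries (log2 fold change 0.77, standard error 0.253, edgeR adjusted p = 0.182). An adjusted p under 0.05 was reached in 3 of 17 settings and the values over all of them went from 1.08e-11 to 0.59. Of the LEC markers that the paper used to check the separation, CD34 stood at 0.0201 ± 0.0348 CPM in monotypic WM852, 6.92 ± 1.13 in WM852*, 0.223 ± 0.0992 in monotypic Bowes and 34.4 ± 1.39 in Bowes*. FLT4 stood between 2.69 and 3.88 CPM in WM852* and at 39.7 ± 24.0 in Bowes*, and at most at 3 counts in any monotypic library. PROX1 was expressed by monotypic WM852 itself (5.93 ± 2.49 CPM, against 7.30 ± 0.826 in WM852*), and in Bowes* it stood at 9.09 ± 4.08 CPM. PECAM1 stood at 17.2 ± 4.14 CPM in WM852* and 67.6 ± 6.14 in Bowes*.

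MMP14 was at 622 ± 82.2 CPM in monotypic WM852 and 513 ± 59.7 in WM852* (log2 fold change −0.28, edgeR adjusted p = 0.484, overlapping groups), and at 354 ± 32.8 and 318 ± 66.5 CPM in Bowes (−0.15, edgeR adjusted p = 1). With the replicate block its change in WM852* passed (edgeR adjusted p = 0.0336, between 0.00196 and 0.865 over all settings). ITGB1, which encodes β1-integrin, was at 379 ± 174 and 351 ± 131 CPM in WM852 (−0.11, edgeR adjusted p = 0.92) and at 215 ± 37.1 and 341 ± 126 CPM in Bowes (0.67, edgeR adjusted p = 0.524), with overlapping groups in both.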
